# A Single-Cell Atlas of an Early Mongolian Sheep Embryo

**DOI:** 10.3390/vetsci10090543

**Published:** 2023-08-28

**Authors:** Tingyi He, Wenrui Guo, Guang Yang, Hong Su, Aolei Dou, Lu Chen, Teng Ma, Jie Su, Moning Liu, Budeng Su, Wangmei Qi, Haijun Li, Wei Mao, Xiumei Wang, Xihe Li, Yanyan Yang, Yongli Song, Guifang Cao

**Keywords:** Mongolian sheep, embryo, scRNA-seq, Hippo signaling pathway

## Abstract

**Simple Summary:**

This study presents the first comprehensive single-cell transcriptomic characterization at E16 in Ujumqin sheep and Hulunbuir short-tailed sheep (the day of mating was defined as day 0, and embryo samples were taken on the 16th day). TBXT mutations are related to tailless or short-tailed phenotypes in vertebrates. In our previous study, we detected the TBXT expression level at a different embryo stage in sheep and found that TBXT exhibited the highest expression at E16. We believe that TBXT plays an important role in E16; thus, we chose E16 as the focus of this study. This comprehensive single-cell map reveals previously unrecognized signaling pathways that will improve our understanding of the mechanism of short-tailed sheep formation.

**Abstract:**

Cell types have been established during organogenesis based on early mouse embryos. However, our understanding of cell types and molecular mechanisms in the early embryo development of Mongolian sheep has been hampered. This study presents the first comprehensive single-cell transcriptomic characterization at E16 in Ujumqin sheep and Hulunbuir short-tailed sheep. Thirteen major cell types were identified at E16 in Ujumqin sheep, and eight major cell types were identified at E16 in Hulunbuir short-tailed sheep. Function enrichment analysis showed that several pathways were significantly enriched in the TGF-beta signaling pathway, the Hippo signaling pathway, the platelet activation pathway, the riboflavin metabolism pathway, the Wnt signaling pathway, regulation of the actin cytoskeleton, and the insulin signaling pathway in the notochord cluster. Glutathione metabolism, glyoxylate, and dicarboxylate metabolism, the citrate cycle, thyroid hormone synthesis, pyruvate metabolism, cysteine and methionine metabolism, thermogenesis, and the VEGF signaling pathway were significantly enriched in the spinal cord cluster. Steroid biosynthesis, riboflavin metabolism, the cell cycle, the Hippo signaling pathway, the Hedgehog signaling pathway, the FoxO signaling pathway, the JAK-STAT signaling pathway, and the Wnt signaling pathway were significantly enriched in the paraxial mesoderm cluster. The notochord cluster, spinal cord cluster, and paraxial mesoderm cluster were found to be highly associated with tail development. Pseudo-time analysis demonstrated that the mesenchyme can translate to the notochord in Ujumqin sheep. Molecular assays revealed that the Hippo signaling pathway was enriched in Ujumqin sheep. This comprehensive single-cell map revealed previously unrecognized signaling pathways that will further our understanding of the mechanism of short-tailed sheep formation.

## 1. Introduction

Ujumqin sheep and Hulunbuir short-tailed sheep (Hulunbuir sheep) are famous and profitable sheep breeds in the Inner Mongolia Autonomous Region, China. The Ujumqin sheep have a fat tail and multi-vertebral characteristics [1], while Hulunbuir short-tailed sheep have smaller tails and less fat accumulation. Adipose tissue is very important for tail development in domestic animals [2]. Due to the short-tailed phenotype of the Hulunbuir short-tailed sheep, artificial and natural selection were applied to increase meat production [3]. T-box transcription factor (TBXT) encodes the Brachyury protein and is involved in mesoderm formation and differentiation [4]. Previous studies showed that TBXT mutations are related to tailless or short-tailed phenotypes in vertebrates. Missense mutations of c.334G>T and c.334G>C are associated with the tailless characteristic. Brachyury functions as a transcriptional activator, mesoendoderm marker, and key development regulator. The gene regulatory loop of Brachyury, in addition to Sox17 and Foxa2, directly regulates stem cell lineage commitment during streak formation. Brachyury and Brachyury-expressing cells can differentiate into mesodermal and definitive endodermal lineages and play diverse and indispensable roles in early mouse embryo development. The target genes of Brachyury include Dusp6, Mesp2, Hoxd8, Cdx2, Irx3, Lefty, Msgn1, Dhrs3, and sp5 in zebrafish, *X. tropicalis*, and mice. Brachyury-bound genes include Fgf8, Sox17, Foxa2, Tbx3, Wnt9b, and Rest [5]. However, some short-tailed phenotypes are not caused by Brachyury mutation. For instance, in domestic cats, the substitution of c.5T>C in the somite segmentation-related gene HES7 is associated with the tailless characteristic. The tailed trait in cats could not be explained by either HES7 or the Manx-related T-box, suggesting at least three independent events in the evolution of domestic cats, giving rise to the short-tailed trait [6]. The Gyeongju Donggyeong dog is iconic in Korea. A unique feature of the Donggyeong dog is that it is either short-tailed or tailless [7]. T-box mutation is present in most, but not all, short-tailed dog breeds [8]. ANKRD11 and ACVR2B may contribute to reduced tail length, and the T gene has a non-synonymous variant in the coding regions. However, the CPG island variant of the SFRP2 gene can be a candidate causal variant for the Donggyeongo dog tailless trait [9]. The short-tail genetic mechanism of the Donggyeongo dog has yet to be fully elucidated. The sheep embryo cell cluster also remains unclear.

Single-cell RNA sequencing (scRNA-seq) techniques have enabled important advances in tissue development and disease diagnosis in the past decade [10]. This technology could illustrate the heterogeneity of biological samples [11,12]. Common methods, including functional transplantation assays, can be used for cell lineage tracing and to reveal the cellular roadmap from tissue [13,14,15]. scRNA-seq is a powerful approach used to help us understand cell development trajectories in humans and mammals [16]. Mammalian organogenesis is an astonishing process. During embryo formation, the transcriptional dynamics of mouse organogenesis have been reported, including for E9.5 and E13.5 mouse embryos [17]. scRNA-seq plays an important role in understanding tail development during embryogenesis. The expression level of FGF/WNT signaling genes and tailbuds declined in the differentiated cells [18]. During somite formation, WNT, Notch, and FGF signaling waves traveled from the tail bud towards the differentiation front [19]. Furthermore, spatial transcriptomics analysis of somitogenesis in gastruloids unraveled the complex processes involved in the WNT, Notch, and FGF signaling pathways that regulate embryogenesis [20]. However, these cell populations and molecular mechanisms have not been elucidated in early embryos of Mongolian sheep. In this study, for the first time, we used scRNA-seq to establish the cell expression profile in early embryos of Ujumqin sheep and Hulunbuir short-tailed sheep. The cell populations, marker gene identification, and signaling pathway were analyzed. TBXT mutations are related to tailless or short-tailed phenotypes in vertebrates. We found that TBXT is most highly expressed at E16. However, it has yet to be determined which cells and signaling pathways are associated with short sheep tails at E16. Scientists have studied gene expression and cell types in early embryos in mice and humans. However, the cell type of sheep E16 remains unclear. Our results may provide a foundation for further research on early embryo development in sheep.

## 2. Methods

### 2.1. Experiment Animals

Sheep are very important to the economy in inner Mongolia, China. After identifying the short-tailed phenotype in Hulunbuir sheep, we chose to focus on this breed in our research; Ujumqin sheep with the long-tailed phenotype were selected as the control group. Healthy Ujumqin sheep (24 months, 50 kg, autumn) were obtained from a Ujumqin sheep breeding farm in Xilingol League, Inner Mongolia Autonomous Region, China. Healthy Hulunbuir sheep (24 months, 50 kg, autumn) were sourced from Inner Mongolia Mengyuan mutton sheep breeding industry Co., Ltd., Baotou, China.

### 2.2. Embryo Sample Collection and Preparation of Single-Cell Embryo Cell Suspension

Twenty Ujumqin and forty Hulunbuir healthy sheep, all aged 24 months, were treated with progesterone vaginal sponge embolization for 12 days. PMSG (330 IU/sheep) was intramuscularly injected prior to thrombectomy; estrous ewes were mated after 36 h. Embryos were collected on day 16 of pregnancy via surgical operation. The embryos were washed three times using cold PBS. Extraembryonic tissue was carefully removed using sterile pointed forceps under a microscope and then immediately transferred to tissue storage solution (Miltenyi, Bergisch Gladbach, Germany, 130-100-008) with 3% penicillin–streptomycin at room temperature. A single-cell suspension of early sheep embryos was prepared as described in [21]. The cell number and viability were measured using Countess 3 (Thermo Fisher Scientific, Waltham, MA, USA). Cell viability > 85% was explored as scRNA-seq.

### 2.3. Embryos Single Cell RNA-Seq Performances and Sequencing

The cells were held on ice before being loaded on a GemCode single-cell platform (10×). Chromium Single Cell 3′ v3 libraries were sequenced using a Novaseq 6000 sequencer; the qualified cDNA library was sequenced by Analytical Biosciences (Beijing, China).

### 2.4. Mapping and Clustering Analysis

Raw Illumina data were demultiplexed and processed using Cell Ranger (10 × Genomics version Cell Ranger 5.0.0). Ovis reference transcriptome (rambouillet_v1.0) provided by 10 × genomics was used for mapping in analytical biosciences in China. Seurat version 3.2.0 was used for filtering and subsequent clustering [22]. Low-quality cells were removed via quality control filtering [23]. Additionally, the mitochondrial percentage per cell was less than 10%. UAMP (uniform manifold approximation and projection) was performed using the highly variable genes to visualize the single-cell clustering [24]. A likelihood ratio test for single-cell gene expression was used to identify marker genes for each population [25]. In this study, single-cell consensus clustering analysis was used to validate the robustness of some clusters [26]. Cell cycle analysis was carried out in Seurat using a list of cell cycle genes from the Regev laboratory [27] and Paget paper for analysis methods [28]. Single-cell RNA-sequencing data have been submitted to the GEO repository using the access code GSE185233.

### 2.5. High-Density Plots

High-density plots were generated using the MATLAB function with gene cell counts and cluster labels as the input and visualized [29].

### 2.6. Pseudo-Time Analysis

Monocle version 2.10.1 was used on cells filtered from Seurat to infer differentiation trajectories [30]. An expression threshold of 0.1 was applied. The highly variable genes identified from Seurat were used as the ordering filter [31], and then the trajectory was obtained. To identify pseudo-time-dependent gene expression changes, we applied the single-cell energy path (scEpath; Version 1; MATLAB Version 9.5) [32].

### 2.7. RNA Velocity

RNA velocities were calculated based on spliced and unspliced transcript reads, as previously reported [33].

### 2.8. qRT-PCR Analysis

RNA was isolated from whole Ujumqin and Hulunbuir sheep at E16 using RNAfast200 (220011, Shanghai, China) according to the manufacturer’s instructions. Reverse transcription was performed using a PrimeScript RT Reagent Kit with a gDNA Eraser (RR047A Takara, Kusatsu, Japan). Real-time PCR was performed using the ChamQ Universal SYBR qPCR master mix on a CFX96 PCR system (Bio-Rad, Hercules, CA, USA). The housekeeping gene Gapdh was used as an internal control, and gene expression was calculated based on the ΔΔCT method. The primer sequences used are shown in Table S1.

### 2.9. Statistical Analysis

Unless otherwise specified, all analyses were performed in at least triplicate. Statistical analysis was performed using one-way ANOVA and Student’s *t*-test (* *p* < 0.05, ** *p* < 0.01, and *** *p* < 0.001). All data are reported as mean ± SD. The means and standard deviations from at least three independent experiments are represented in all graphs.

## 3. Results

### 3.1. Cell Type Identification and Cluster Analysis at E16 in Ujumqin and Hulunbuir Sheep

To begin to address the cell population and markers of early embryos in Ujumqin and Hulunbuir sheep, we collected Ujumqin and Hulunbuir sheep embryos at E16. Following dissociation, embryos were pooled and processed on 10 x genomics (Figure 1A). 

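Embryos of each breed were pooled, so 1 library stands for each breed and no difference between the breeds has a replicate check. The authors deposited the number of unique molecular identifiers (UMIs) counted by Cell Ranger on each gene in each cell barcode, without normalization, for 26478 features of the Rambouillet sheep assembly, of which 9808 have no gene symbol. The Ujumqin library held 212933364 UMIs and the Hulunbuir library held 131385353. Each library was clustered on its own, and the genes named in the article were left out of the genes used for clustering. A cluster took a name ending in -like from lists of marker genes when the list with the most markers in it had at least 3 and at least 1 of these was among its 10 leading genes, those of largest fold over the median of the other clusters. A cluster that failed this only between the lists of general mesenchyme and allantois took the other of these names if that passed, which named 5 of the 6 mesenchyme-like clusters. The other clusters kept their numbers, which run from the largest to the smallest cluster. Gene levels are the UMIs of a gene per 1000000 UMIs of a group of cells (CPM). Log2 folds are the Hulunbuir level over the Ujumqin level. The 95% intervals are exact Poisson intervals for levels and folds and exact binomial intervals for shares, and they cover counting error only.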

We obtained the single-cell suspension with an 88.1% cell viability and concentration of 1.43 × 10^6^ cells/mL in Ujumqin E16 and with a 92.22% cell viability and concentration of 1.24 × 10^6^ cells/mL in Hulunbuir E16 (Figure S1A). We processed a total of ~27,768 cells (Ujumqin sheep: *n* = ~17,059 cells; Hulunbuir sheep: *n* = ~10,709 cells). 

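The deposited files hold 17059 barcodes of Ujumqin sheep and 10709 of Hulunbuir sheep. Cells with at least 200 genes and under 10% mitochondrial UMIs were kept. They were 85.3% of the Ujumqin barcodes (interval 84.8 to 85.8%), with a median of 9519 UMIs and 1247 genes. In Hulunbuir sheep they were 89.5% (interval 88.9 to 90.1%), with a median of 11879 UMIs and 2180 genes. A minimum of 500 genes moved the Ujumqin share most, to 59.2%. Doublets were kept. The automatic threshold of Scrublet marked 190 of the kept Ujumqin cells and 7 of the kept Hulunbuir cells, 1.31% and 0.073%, where the numbers of barcodes gave expected rates of 13.7% and 8.57%.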

Next, we used Seurat’s Anchoring algorithm [34] to integrate the Ujumqin and Hulunbuir sheep datasets and visualized them using Uniform Manifold Approximation and Projection (UMAP) (Figure S1B), and performed quality control analysis on individual libraries (Figure S1C). The number of different cell types was determined in Ujumqin sheep E16 (Table S2) and in Hulunbuir sheep E16 (Table S3).

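The kept cells formed 23 clusters in Ujumqin and 18 in Hulunbuir sheep. By their markers, 5043 Ujumqin cells were erythroid-like, 1240 mesenchyme-like, 612 gut-like, 276 ExE endoderm-like, 272 lateral plate and intermediate mesoderm-like, 168 endothelium-like and 50 cardiomyocyte-like. In Hulunbuir sheep, 3185 cells were mesenchyme-like, 616 caudal neuroectoderm-like, 493 endothelium-like, 229 gut-like, 225 spinal cord-like, 191 paraxial mesoderm-like, 161 lateral plate and intermediate mesoderm-like and 28 cardiomyocyte-like. Clusters without a name held 47.4% of the Ujumqin and 46.5% of the Hulunbuir cells. A resolution of 2 moved the number of clusters most, to 32 and 27. The Hulunbuir endothelium-like class fell to 0 cells with a minimum of 500 genes and with the cells marked by Scrublet removed. It also fell to 0 at a resolution of 2 and with the libraries clustered together. Gut-like cells rose to 2784 in Ujumqin sheep with the marked cells removed. In Hulunbuir sheep they rose to 1624 with the genes named in the article used for clustering. The names were rebuilt from markers, and a difference in the cell number of a class between the libraries may come from the names.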

To further study the E16 cell diversity of Ujumqin and Hulunbuir sheep, a variety of biomarkers were explored for the identification of cell clusters (Supplementary Figure S2). 

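Of the Ujumqin clusters, clusters 1, 2, 6 and 14 were erythroid-like, clusters 7, 17 and 19 mesenchyme-like, clusters 16 and 21 ExE endoderm-like, cluster 10 gut-like, cluster 15 lateral plate and intermediate mesoderm-like, cluster 18 endothelium-like and cluster 23 cardiomyocyte-like. The leading genes of the erythroid-like cluster 6 were the metallothionein genes MT1A, MT1C and MT2, and it differs from the other erythroid-like clusters in these stress genes. No Ujumqin cluster had 3 markers of the spinal cord, caudal neuroectoderm, notochord, paraxial mesoderm or somite lists. Cluster 12 had the most spinal cord markers, 2 of 15 (IRX3 and FABP7). It had 3 neural crest markers, none of them among its 10 leading genes, and is led by CRABP1, COL2A1, CD24 and PAX3. The 9 clusters of low depth, whose median number of UMIs was more than 3 times below that of the library, held 42.1% of the cells. A marker counted only with a UMI in at least 10% of a cluster's cells. Genes of low level may not reach this at low depth, so the rule may miss such names there.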

We subclustered the cell diversity and identified thirteen distinct cell clusters, including the blood progenitor, cardiomyocytes, caudal neuroectoderm, endothelium, erythroid, ExE endoderm, gut, hematoendothelial progenitors, mesenchyme, notochord, paraxial mesoderm, somite, and spinal cord in Ujumqin sheep (Figure 1B). 

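Of the Hulunbuir clusters, clusters 1, 4 and 5 were mesenchyme-like, clusters 9 and 13 caudal neuroectoderm-like, cluster 6 endothelium-like, cluster 11 gut-like, cluster 12 spinal cord-like, cluster 15 paraxial mesoderm-like, cluster 17 lateral plate and intermediate mesoderm-like and cluster 18 cardiomyocyte-like. No cluster had a marker of the notochord list. Cluster 15 had 4 somite markers and 5 paraxial mesoderm markers and took the second name. A somite-like cluster was found under a pair of other settings, with 504 cells when the cells marked by Scrublet were removed and with 462 when the genes named in the article were used for clustering. Clusters of low depth (2, 14 and 18) held 17.6% of the cells.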

We also identified eight distinct cell clusters, including the endothelium, gut, hematoendothelial progenitors, notochord, paraxial mesoderm, primitive/cardiomyocytes, somite, and spinal cord in Hulunbuir sheep (Figure 1C). Interestingly, when split by condition, mesenchymes appear to be specific to Ujumqin sheep, suggesting that these communities are altered in Ujumqin sheep compared with Hulunbuir sheep. It is worth noting that mesenchymes are associated with the formation of the tail in Ujumqin sheep. 

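Mesenchyme-like clusters were found in both libraries. They held 8.52% of the kept Ujumqin cells (interval 8.07 to 8.99%) and 33.2% of the kept Hulunbuir cells (interval 32.3 to 34.2%). The share was higher in the Hulunbuir library under all 8 other settings of cell filter, doublets and clustering. The Ujumqin share moved most at a resolution of 0.5, to 13.6%, and the Hulunbuir share with the genes named in the article used for clustering, to 47.9%. Erythroid-like cells were 34.7% of the kept Ujumqin cells and lower the share of every other class in that library. Clusters without a name that had mesenchyme markers are left out of these shares. Among them are Ujumqin clusters 8 and 9 (6.18% and 4.22%) and Hulunbuir clusters 2 and 3 (15.1% and 14.5%). The mesenchyme-like clusters also carried markers of the allantois list, more of them than of the mesenchyme list in clusters 7 and 17 of Ujumqin and in all 3 of Hulunbuir sheep. From mesenchymes that appear in Ujumqin sheep only, the paper proposes that these communities are altered in Ujumqin compared with Hulunbuir sheep. The paper's supplement gives its Ujumqin mesenchyme far fewer genes per cell than clusters 7, 17 and 19 had here, with means of 3235, 3609 and 2800. COL1A1, which the paper places in its somite, was highest in mesenchyme-like clusters of both libraries. The mesenchyme-like name may thus cover other cells than the paper's mesenchyme.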

Next, we determined the top 20 genes expressed in every cell cluster in Ujumqin sheep. The expression levels of PTN, IGFBP2, and ID3 were higher in the spinal cord. 

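No Ujumqin cluster was spinal cord-like with the library clustered on its own, so the levels of the genes are given by cluster. With the libraries clustered together, 271 Ujumqin cells were spinal cord-like, and the Hulunbuir number fell from 225 to 71. PTN was highest in cluster 4 (305 CPM), followed by cluster 19 (298 CPM) and cluster 12 (249 CPM). Cluster 4 is a cluster of low depth led by CRABP1, STMN2 and CD24. Leaving mitochondrial, ribosomal protein and haemoglobin genes out of the total moved its level of PTN most, to 448 CPM. IGFBP2 was highest in the cardiomyocyte-like cluster 23 (1513 CPM) and in cluster 15 (1063 CPM), and ID3 in cluster 12 (699 CPM). In the kept cells outside the erythroid-like clusters, all 3 genes were higher in the Hulunbuir library, with log2 folds of 1.01 (interval 0.98 to 1.04) for PTN, 1.57 for IGFBP2 and 2.15 for ID3. Clustering both libraries together moved the log2 fold of PTN most, to 1.29.

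**Figure D1:**
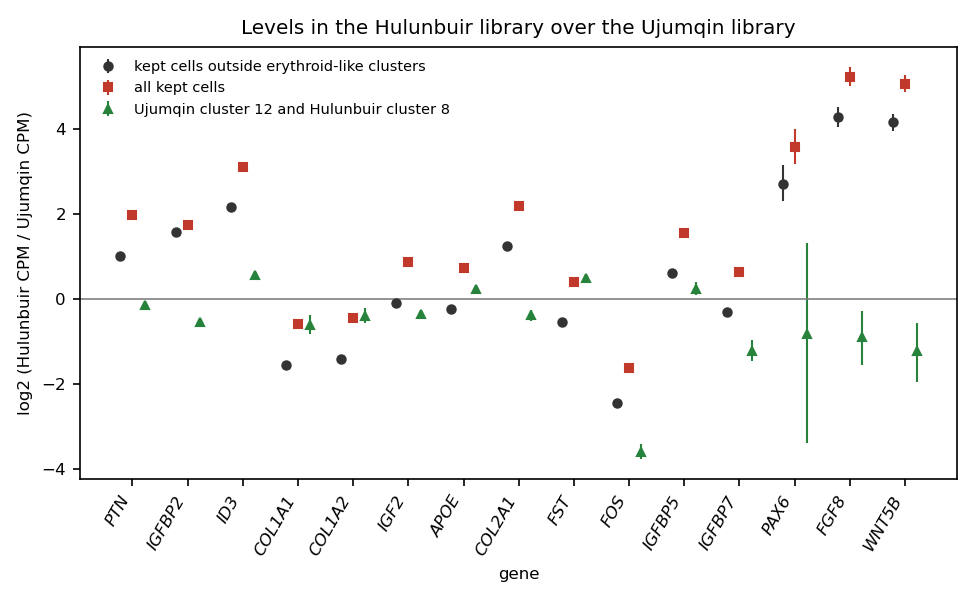
Log2 of the Hulunbuir level over the Ujumqin level with 95% intervals for 15 genes named in the article, in the kept cells outside the erythroid-like clusters (circles), in all kept cells (squares) and between Ujumqin cluster 12 and Hulunbuir cluster 8 (triangles). The circles of ID3 and FGF8 lie above 0 and those of FOS and COL1A1 below 0.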

COL1A1, COL1A2, IGF2, APOE, and FKBP11 were highly expressed in the somite. 

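No cluster was somite-like in the Ujumqin library. COL1A1 was highest in the mesenchyme-like clusters 19 (3621 CPM), 17 (2271 CPM) and 7 (1985 CPM). COL1A2 reached 2404 CPM and IGF2 2326 CPM in cluster 19. APOE and FKBP11 were highest in the ExE endoderm-like cluster 21 (3545 and 1074 CPM), followed by mesenchyme-like clusters (3296 CPM in cluster 19 and 1026 CPM in cluster 7).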

CRABP1, ID3, COL2A1, FST, FOS, and IGF2 were highly expressed in the notochord. 

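No cluster had the markers of a notochord. Cluster 12 had the highest Ujumqin levels of CRABP1 (1427 CPM), COL2A1 (171 CPM) and FST (276 CPM). FOS was highest in cluster 19 (759 CPM), with 678 CPM in cluster 12. The level of IGF2 in cluster 12 was 464 CPM.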

ID3, IGF2, IGFBP2, and TOP2A were highly expressed in the paraxial mesoderm in Ujumqin sheep (Figure 1D). 

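TOP2A was highest in cluster 20 (668 CPM, from 190 UMIs), followed by cluster 15 (526 CPM) and cluster 12 (489 CPM). No Ujumqin cluster was paraxial mesoderm-like, and the cluster with the most markers of that list was cluster 15 with 2, DLL1 and DLL3.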

We detected the top 20 genes expressed in every cell cluster in Hulunbuir sheep. 

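In the Hulunbuir library, IGFBP5, IGF2 and IGFBP7 were highest in cluster 10 (838, 4067 and 854 CPM), which has no name and is led by SST, C1QA and INS. The paraxial mesoderm-like cluster 15 had 33.6 CPM of IGFBP5, 52.6 CPM of IGF2 and 14.6 CPM of IGFBP7. POSTN was highest in clusters 3 and 11 (88.9 CPM in each), and its direction between the libraries differed by group, with a log2 fold of 2.08 between the gut-like clusters 10 and 11 and of -2.66 between clusters 17 and 5, the latter from 4 and 17 UMIs.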

The expression levels of IGFBP5, IGF2, IGFBP7, and POSTN were higher in paraxial mesoderm in Hulunbuir sheep. Compared with the paraxial mesoderm in Ujumqin sheep, we found that IGFBP2 was more highly expressed in Ujumqin sheep. However, IGFBP5 and IGFBP7 exhibited higher expression in Hulunbuir sheep. Thus, different IGFBP family members play a significant role in the formation of the tail in these sheep. 

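The Ujumqin library had no paraxial mesoderm-like cluster to compare. The libraries were compared in the mesenchyme-like cells and in the 10 pairs of clusters that were each other's closest match. This set of pairs was chosen after seeing the data. Correlations within a pair were taken on log2 levels less each gene's mean over the clusters of its library. They ran from 0.39 for clusters 4 and 13 to 0.75 for clusters 8 and 1. The correlation was 0.48 for clusters 15 and 17 and 0.59 for clusters 12 and 8. Between mesenchyme-like cells, the log2 fold was 2.00 (interval 1.95 to 2.06) for IGFBP2, 0.39 (interval 0.34 to 0.44) for IGFBP5 and -1.04 (interval -1.12 to -0.97) for IGFBP7. IGFBP2 was higher in Hulunbuir sheep in 9 of the pairs. IGFBP5 was higher in 3 and lower in 3, with log2 folds from -2.30 in the lateral plate and intermediate mesoderm-like cells to 2.17 between clusters 8 and 1. IGFBP7 was higher in 1 of the pairs and lower in 7. Over the cells outside the erythroid-like clusters its log2 fold was -0.30, and the mean of the cells' CPM in place of the ratio of sums changed its sign, to 0.10.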

COL1A1, COL1A2, APOE, and FKBP11 were highly expressed in the somite in Hulunbuir sheep. 

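In Hulunbuir sheep, COL1A1 and COL1A2 were highest in the mesenchyme-like cluster 5 (1004 and 639.9 CPM), APOE in the mesenchyme-like cluster 1 (1431 CPM) and FKBP11 in cluster 5 (808 CPM).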

PTN, IGFBP2, and PAX6 were highly expressed in the spinal cord in Hulunbuir sheep. However, whilst PTN and IGFBP2 were expressed in two samples, PAX6 was only highly expressed in the spinal cord in Hulunbuir sheep. This shows that PAX6 plays an important role in tail formation in Hulunbuir sheep. 

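PAX6 was highest in the spinal cord-like cluster 12 of the Hulunbuir library, at 145 CPM (interval 130.4 to 160.5) against 0.389 CPM in the other cells of that library. In the Ujumqin library it was highest in cluster 20 (17.6 CPM, from 5 UMIs) and cluster 4 (10.0 CPM, from 30 UMIs). A UMI of PAX6 was found in 12.1% of the cells of Hulunbuir cluster 12 thinned to 1000 UMIs each (interval 8.10 to 17.1%, 1 cell left out) and in 49.8% without thinning, at a median depth of 9517 UMIs. In Ujumqin cluster 4 the shares were 0.743% (231 cells left out) and 1.91%, at a median of 1786 UMIs. Erythroid-like cells, which should lack the gene, had shares of 0% (116 cells left out) and 0.0793%, at a median of 20456 UMIs. Over the cells outside the erythroid-like clusters, thinning to 2000 UMIs moved the Hulunbuir share most, from 0.364% to 0.622%. PTN and IGFBP2 reached 496 and 2074 CPM in Hulunbuir cluster 12.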

IGF2, FGF8, and WNT5B were highly expressed in the notochord in Hulunbuir sheep. However, whilst IGF2 was expressed in two samples, FGF8 and WNT5B were only highly expressed in the spinal cord in Hulunbuir sheep. This indicates that FGF8 and WNT5B play an important role in tail formation in Hulunbuir sheep (Figure 1E). 

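Neither FGF8 nor WNT5B was highest in the spinal cord-like cluster 12 of the Hulunbuir library, where they had 2.76 and 5.92 CPM. They were highest in the caudal neuroectoderm-like cluster 9 (267 and 280.5 CPM) and in cluster 7, which has no name (233 and 258 CPM). The highest Ujumqin levels were 17.7 CPM of FGF8 in cluster 15 and 20.7 CPM of WNT5B in cluster 19. Outside the erythroid-like clusters, the log2 folds were 4.28 (interval 4.05 to 4.52) for FGF8 and 4.15 (interval 3.95 to 4.35) for WNT5B. The Ujumqin library has no cluster with the caudal neuroectoderm name. Each gene was higher in Hulunbuir sheep in 7 of the 10 matched pairs of clusters and lower in 1, clusters 12 and 8, with log2 folds of -0.91 and -1.24.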

We also observed COL2A1, FOS, MEIS2, and NR2F2 expression in two samples. Interestingly, we found that these genes were specially expressed in the notochord in Ujumqin sheep. However, the expression of these genes was limited in the notochord in Hulunbuir sheep. These results demonstrated that COL2A1, FOS, MEIS2, and NR2F2 could participate in tail formation and regulate the tail morphology in Ujumqin sheep (Figure 1F,G). Collectively, our data suggest that the cell type was first identified at E16 in Ujumqin and Hulunbuir sheep, and some key factors regulating tail morphology were confirmed at E16 in two samples.

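No Hulunbuir cluster had a marker of the notochord list and no Ujumqin cluster more than 1, so the notochord could not be compared. The values given are for Ujumqin cluster 12 and its closest match, Hulunbuir cluster 8. Their markers differ, with 3 of neural crest and 2 of spinal cord in the Ujumqin cluster and 2 of somite and 2 of mesenchyme in the Hulunbuir cluster. PAX3, NR2F1, MEOX1 and STMN2 are among the leading genes of both. COL2A1 was lower in Hulunbuir cluster 8, with a log2 fold of -0.39 (interval -0.53 to -0.25), and higher in the Hulunbuir library outside the erythroid-like clusters, with 1.23. Of the 10 matched pairs, COL2A1 was higher in Hulunbuir sheep in 6 and lower in 1, which is clusters 12 and 8. FOS had a log2 fold of -3.60 (interval -3.77 to -3.43) and was lower in Hulunbuir sheep in 9 of the 10 matched pairs. In the mesenchyme-like cells the log2 fold of FOS was -2.59. A list of immediate-early genes, which also holds heat-shock genes, had 22 other genes with at least 20 UMIs there. Their median log2 fold was -0.31, at percentile 0.01 of random lists, and 15 of the 22 were lower in Hulunbuir sheep. They ran from -4.28 for FOSB to 1.06 for HSPA1A. MEIS2 and NR2F2 were higher in Hulunbuir cluster 8, by 0.74 (interval 0.57 to 0.92) and 0.48 (interval 0.29 to 0.68). Over the matched pairs MEIS2 was higher in Hulunbuir sheep in 4 and lower in 3, and NR2F2 higher in 5 and lower in 2. NR2F1 had a log2 fold of 0.24, which changed sign to -0.13 at a resolution of 0.5, and ran from -3.06 between clusters 17 and 5 to 3.49 between clusters 23 and 18, the latter from 56 and 3 UMIs.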

### 3.2. Functional Enrichment Analysis of E16 in Ujumqin and Hulunbuir Sheep

The notochord, spinal, and paraxial mesoderm cell clusters play a key role in tail formation in Ujumqin and Hulunbuir sheep. KEGG analyses were performed to investigate the different functions of the notochord, spinal, and paraxial mesoderm cells. 

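Fixed lists of pathway genes were compared with 10000 random lists of the same size and similar mean level, since enrichment in KEGG was not repeated here. In Ujumqin cluster 12, the median log2 ratio of the level in the cluster to that in the other cells was 1.08 for 21 genes of the Hippo list, at percentile 98.7 of the random lists, whose middle 95% ran from 0.13 to 1.04. The TGF-beta list was at percentile 99.9 and the Wnt list at percentile 100. Cluster 12 was not alone in this. Above the middle 95% lay also the Hippo list in clusters 7 and 20, the TGF-beta list in clusters 7, 15, 17 and 19 and the Wnt list in clusters 4, 7, 9, 10, 15 and 19. The other cells include the erythroid-like cells, where the median log2 ratios of the 3 lists were -2.33, -4.39 and -3.97. Clustering both libraries together moved the Hippo list most, to percentile 89.2.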

We observed that the TGF-beta signaling pathway, Hippo signaling pathway, platelet activation pathway, riboflavin metabolism pathway, Wnt signaling pathway, regulation of actin cytoskeleton, and insulin signaling pathway were enriched in the notochord of Ujumqin sheep (Figure 2A). However, our data showed that the Hippo signaling pathway could regulate tail morphology in sheep. Glutathione metabolism, glyoxylate, and dicarboxylate metabolism, the citrate cycle (TCA cycle), thyroid hormone synthesis, pyruvate metabolism, cysteine and methionine metabolism, thermogenesis, and VEGF signaling pathway were enriched in the spinal cord of Ujumqin sheep (Figure 2B). 

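In Ujumqin cluster 4, the list of the citrate cycle was at percentile 25.2 of the random lists and that of glutathione metabolism at percentile 71.2, with median log2 ratios of -0.18 and 0.19. Both lay inside the middle 95% of the random lists. Cluster 4 had 0 spinal cord markers. In cluster 12, which had the most, the percentiles were 3.81 and 39.0, also inside the middle 95%.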

Steroid biosynthesis, riboflavin metabolism, the cell cycle, Hippo signaling pathway, Hedgehog signaling pathway, FoxO signaling pathway, JAK-STAT signaling pathway, and Wnt signaling pathway were enriched in the paraxial mesoderm in Ujumqin sheep (Figure 2C). 

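Cluster 15, the Ujumqin cluster with the most paraxial mesoderm markers, is lateral plate and intermediate mesoderm-like. Its percentiles were 93.6 for steroid biosynthesis, 77.4 for the cell cycle, 92.7 for the Hippo list and 82.1 for the Hedgehog list, all inside the middle 95% of the random lists. The Wnt list, with a median log2 ratio of 1.88, lay above this range.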

Our data showed that the Hippo signaling pathway plays an important role in spinal cord and paraxial mesoderm development. 

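IGFBP5 was highest in the gut-like cluster 10 of the Ujumqin library (184 CPM), and its level in cluster 12 was 116 CPM. In the Hulunbuir library, FST was highest in cluster 8 (389 CPM), with 17.4 CPM in the spinal cord-like cluster 12. The log2 fold of FST outside the erythroid-like clusters was -0.55, which changed sign to 0.32 with the mean of the cells' CPM.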

To further study the gene expression profile in notochord spinal cord and paraxial mesoderm cell clusters, we observed that IGFBP5^+^ and FST^+^ expression is mainly located in the notochord in Ujumqin sheep; however, IGFBP5^+^ expression is mainly in located in the somite and FST^+^ expression mainly occurs in the spinal cord in Hulunbuir sheep (Figure 2D). These data show that IGFBP5 and FST play different roles in tail development. We also found that AHSG^+^ and AFP^+^ expression is mainly located in the spinal cord in Ujumqin sheep but was not detected in the cell cluster in Hulunbuir sheep (Figure 2E). These results suggest that AHSG and AFP could be candidate genes that allow Ujumqin and Hulunbuir sheep to be distinguished from early embryos and lambs. This finding has significant economic and breeding value. 

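AHSG and AFP were highest in the ExE endoderm-like clusters 21 and 16 of the Ujumqin library, with 119555 and 25234 CPM of AHSG and 13982 and 2396 CPM of AFP. Ujumqin cluster 4, led by CRABP1, STMN2 and CD24, took no name and had 3 gut markers and 0 spinal cord markers. It had 306 CPM of AHSG (interval 287 to 327) and 76.5 CPM of AFP. The erythroid-like cells had 58.6 and 15.6 CPM. A UMI of AHSG was found in 27.5% of the thinned cells of cluster 4 and in 46.3% without thinning, and in 6.25% and 64.5% of the erythroid-like cells, which should lack it. Outside the ExE endoderm-like clusters, the ratios of 10 other ExE endoderm genes to AHSG differed from those inside by a median of 0.75 on the log2 scale. The genes ran from -0.64 to 7.11. The Hulunbuir library has no ExE endoderm-like cluster. Its cluster 16, led by APOA2, KRT7 and TTR, had 1798 CPM of AHSG and 153 CPM of AFP. In the spinal cord-like cluster 12 of that library, 2 of 225 cells had a UMI of AHSG. The log2 folds outside the erythroid-like clusters were -7.14 for AHSG and -7.56 for AFP. The Ujumqin side of these folds includes the ExE endoderm-like clusters. In the Ujumqin cells outside those clusters, the levels were 79.6 CPM of AHSG and 20.2 CPM of AFP. Both genes were lower in Hulunbuir sheep in 10 of the 10 matched pairs of clusters and higher in 0.

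**Figure D2:**
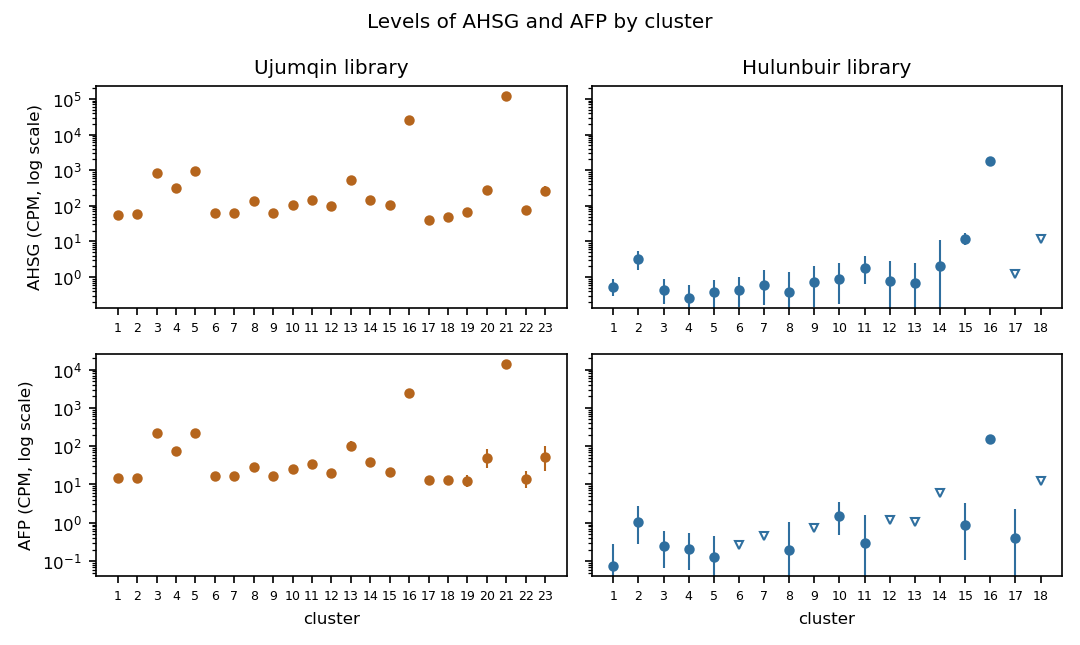
Levels of AHSG and AFP in CPM (log axis) in each cluster of the Ujumqin and Hulunbuir libraries, with 95% Poisson intervals. Open triangles are clusters without a UMI, drawn at the level 3 counts would give, and the highest points are Ujumqin clusters 21 and 16.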

HOXB9 expression is mainly located in the paraxial mesoderm, notochord, and spinal cord in Hulunbuir sheep. Together, these results reveal the HOXB9 expression pattern in early sheep embryos (Figure 2F). 

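HOXB9 was highest in the paraxial mesoderm-like cluster 15 of the Hulunbuir library, at 179 CPM (interval 162 to 197), followed by the gut-like cluster 11 (105 CPM). Its level in the spinal cord-like cluster 12 was 45.8 CPM. In the Ujumqin library it was highest in cluster 15 (82.3 CPM). The log2 fold outside the erythroid-like clusters was 2.01 (interval 1.89 to 2.13).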

Selected DEGs were confirmed using qRT-PCR analysis, and the AHSG, AFP, FST, and VIM (Vimentin) expression levels decreased significantly while the HOXB9 expression level increased in Hulunbuir sheep (Figure 2G). These findings are in line with scRNA-seq data.

### 3.3. Different Expression Gene Analysis in Every Cell Cluster at E16 in Ujumqin and Hulunbuir Sheep

To gain insights into the more detailed information for different expression genes in every cluster at E16 in Ujumqin and Hulunbuir sheep, we compared key gene expression data in two samples. We observed that ELOV6 (Elongase of very long-chain fatty acid 6) is more highly expressed in Hulunbuir sheep compared with Ujumqin sheep, especially in the endothelium, notochord, paraxial mesoderm, somite, and spinal cord. ELOV6 is a speed-limiting enzyme for long-chain fatty acid elongation reaction. When ELOV6 is overexpressed, the synthesis of long-chain fatty acid is limited. This result reveals that ELOV6 could regulate tail fat morphology. We also found that ACLY (ATP-citrate Lyase) and MECR (Mitochondrial Trans-2-Enoyl-CoA Reductase) were more highly expressed in the notochord, paraxial mesoderm, somite, and spinal cord in Hulunbuir sheep (Figure 3A). These results reveal that ACLY and MECR could influence the tail fat morphology by regulating fatty acid biosynthesis. 

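Log2 folds outside the erythroid-like clusters were 0.63 (interval 0.56 to 0.69) for ELOVL6, 0.15 (interval 0.08 to 0.23) for ACLY and 0.53 (interval 0.45 to 0.61) for MECR. Of the 10 matched pairs of clusters, ELOVL6 was higher in Hulunbuir sheep in 6 and lower in 1, ACLY higher in 4 and lower in 2, and MECR higher in 8 and lower in 0. Between Ujumqin cluster 12 and Hulunbuir cluster 8, the log2 fold of ACLY was -0.76.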

PPP1CC (Protein Phosphatase 1 Catalytic Subunit Gamma) regulates many cellular processes, including cell division. 

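PPP1CC had a log2 fold of 0.41 over all kept cells and of -0.22 (interval -0.25 to -0.20) outside the erythroid-like clusters. It was lower in Hulunbuir sheep in 6 of the 10 matched pairs and higher in 0.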

PPP1CC was highly expressed in the notochord, paraxial mesoderm, somite, and spinal cord in Ujumqin sheep (Figure 3B). This result showed that PPP1CC could regulate the tail morphology by influencing cell division. We also detected that REN (extracellular matrix serine protease), ITGA8 (Integrin Submit Alpha8), HOXC10, and HOXC11 were more highly expressed in Hulunbuir sheep compared with Ujumqin sheep. 

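In the cells outside the erythroid-like clusters, the log2 folds were 0.78 (interval 0.57 to 0.99) for ITGA8, 2.35 (interval 1.99 to 2.73) for HOXC10 and 0.90 (interval 0.41 to 1.41) for HOXC11.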

Renin is a part of the renin–angiotensin–aldosterone system involved in the regulation of blood pressure and electrolyte balance. However, its function in sheep has yet to be determined. ITGA8 regulated numerous cellular processes, including cell adhesion. HOX10, a homeobox family of genes, provides cells with specific positional identities on the anterior–posterior axis. HOX11 regulates mesodermal commitment. These data demonstrate that Ujumqin and Hulunbuir sheep can be identified by confirming the gene expression level (Figure 3C,D). Next, we compared VIM (Vimentin), LGALS3, ANXA1 (Annexin A1), and RARRES1 (Retinoic Acid Receptor Responder 1). 

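VIM, LGALS3, ANXA1 and RARRES1 were lower in the Hulunbuir library outside the erythroid-like clusters, with log2 folds of -0.99, -3.78, -2.61 and -2.40. Between the mesenchyme-like cells they were -1.99, -3.85, -2.63 and -2.59. VIM was highest in the endothelium-like clusters, at 13711 CPM in Ujumqin and 10761 CPM in Hulunbuir sheep.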

VIM, LGALS3, ANXA1, and RARRES1 were highly expressed in Ujumqin sheep. However, their functions in sheep have yet to be determined. We believe that they could regulate embryo development; they could also be candidate genes that may allow us to identify Ujumqin and Hulunbuir sheep by assessing their gene expression level (Supplementary Figure S3A). Next, we detected the expression of fat development-related genes. 

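PAX3 was higher in the Hulunbuir library outside the erythroid-like clusters, with a log2 fold of 2.14 (interval 1.95 to 2.33), and was highest in its clusters 15 (123 CPM) and 12 (87.2 CPM). Brachyury, listed as T, had 123 UMIs in the Hulunbuir and 20 in the Ujumqin library, and outside the erythroid-like clusters its Hulunbuir level was 5.12 times the Ujumqin level (interval 3.18 to 8.67). In the 10 matched pairs of clusters, T was higher in Hulunbuir sheep in 0 and lower in 1, and its UMIs were too few to call a direction in 9. Hulunbuir clusters 7 and 9, which have most UMIs of T, are in none of the pairs. The pairs thus cannot speak against the difference between the libraries. No erythroid-like cell had a UMI of T.

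**Figure D3:**
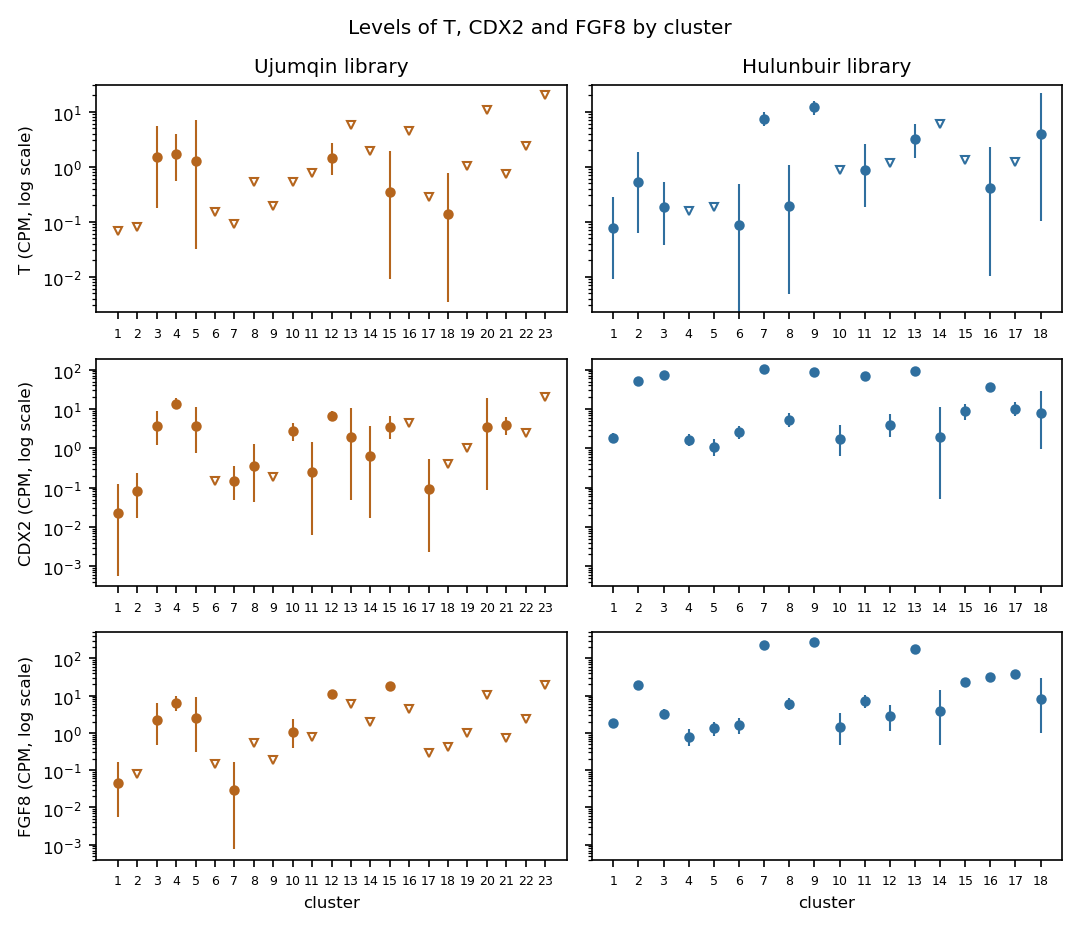
Levels of T, CDX2 and FGF8 in CPM (log axes) in each cluster of the Ujumqin and Hulunbuir libraries, with 95% Poisson intervals. Open triangles are clusters without a UMI, drawn at the level 3 counts would give, and Hulunbuir clusters 7 and 9 have the most UMIs of T, 50 each.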

We found that PAX3 and T (Brachyury) were more highly expressed in Hulunbuir sheep compared with Ujumqin sheep (Supplementary Figure S3B,C). We detected the CDX2 expression level via qPCR in Hulunbuir and Ujumqin sheep (Supplementary Figure S3E). The results showed that the CDX2 expression level was higher at E16 in Hulunbuir sheep compared with Ujumqin sheep, and the CDX2 expression pattern is similar to the T expression pattern. 

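CDX2 was highest in cluster 4 of the Ujumqin library (13.7 CPM) and in clusters 7, 13 and 9 of the Hulunbuir library (105, 94.0 and 88.4 CPM). A UMI of CDX2 was found in 9.59% of the thinned cells of Hulunbuir cluster 7 and in 70.1% without thinning, at a median of 14152 UMIs and with 0 cells left out. In Ujumqin cluster 4 the shares were 0.929% and 2.45%, and in the erythroid-like cells 0.0203% and 0.0793%.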

CDX2 is mainly located in the spinal cord in Ujumqin sheep; however, CDX2 is mainly located in the notochord in Hulunbuir sheep. The CDX2 expression level may be a candidate gene with which to identify Hulunbuir and Ujumqin sheep.

### 3.4. Sc-RNAseq Analysis of Notochord, Paraxial Mesoderm, Somite, and Spinal Cord Cell Characteristics in Hulunbuir and Ujumqin Sheep

To gain insights into the differences in the molecular mechanisms of Hulunbuir and Ujumqin sheep, we compared the pathway change in the notochord, paraxial mesoderm, somite, and spinal cord in Hulunbuir and Ujumqin sheep. 

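In the spinal cord-like cluster 12 of the Hulunbuir library, the Hippo list had a median log2 ratio of 0.20 to the other cells, at percentile 92.7, and the TGF-beta list one of -0.12, at percentile 42.8.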

We observed that the Hippo signaling pathway and TGF-β signaling pathway changed in two samples. APOE is more highly expressed in the notochord in Ujumqin sheep and is related to fat development and pyruvate metabolism. Meanwhile, COL3A1, COL1A2, and COL1A1 were highly expressed in the somite and notochord in Ujumqin sheep. These proteins are related to protein digestion and absorption. This could explain why the morphology of the Uqumqin sheep includes a big tail (Figure 4A). 

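COL3A1, COL1A2 and COL1A1 had log2 folds of -1.64, -1.42 and -1.56 outside the erythroid-like clusters. Between Ujumqin cluster 12 and Hulunbuir cluster 8 these were -0.33, -0.39 and -0.61, and all 3 changed sign without a cell filter, to 0.31, 0.55 and 0.49. Over the 10 matched pairs of clusters, COL3A1 was lower in Hulunbuir sheep in 6 and higher in 0, COL1A2 lower in 7 and higher in 1, and COL1A1 lower in 8 and higher in 0. COL1A2 ran from -3.29 in the lateral plate and intermediate mesoderm-like cells to 3.89 in the cardiomyocyte-like clusters, the latter from 49 and 2 UMIs. APOE had a log2 fold of 0.23 between clusters 12 and 8, which changed sign to -0.08 at a resolution of 0.5. It was higher in Hulunbuir sheep in 9 of the 10 matched pairs and lower in 0. Its log2 fold outside the erythroid-like clusters was -0.23, which changed sign to 0.50 with the mean of the cells' CPM and to 0.04 with the libraries clustered together.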

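In the spinal cord-like cluster 12 of the Hulunbuir library, 0 of 225 cells had a UMI of AFP, which allows a share of up to 1.34% of the thinned cells and a level of up to 1.18 CPM.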

We also noted high AFP expression in the spinal cord in Hulubuir sheep. This is in line with our data (Figure 4B). We also detected the YAP1, TAZ, ACTB, MYC, and AFP expression levels via qPCR in Hulubuir and Ujumqin sheep. The results are in line with scRNAseq data (Supplementary Figure S4A). The same results were observed in the notochord in Ujumqin and Hulubuir sheep (Figure 4C). At the same time, we detected the expression level of HOXB9, ACLY, FASN, and HOCX12 via qPCR in two samples (Supplementary Figure S4B). The result showed that the HOXB9 expression level was higher in Hulunbuir sheep, and the ACLY and HOXC12 expression levels were lower in Hulunbuir sheep. We also detected the BMP2, ACSL1, FABP4, PRKACA, ACACA, and ACSL1 expression levels via UMAP in Hulunbuir and Ujumqin sheep. The BMP2, ACSL1, and FABP4 expression levels were almost identical in Hulunbuir and Ujumqin sheep, and the ACACA expression level was higher in Hulunbuir sheep. 

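BMP2 had 226 UMIs in the Hulunbuir and 271 in the Ujumqin library outside the erythroid-like clusters, a log2 fold of -0.53 (interval -0.79 to -0.27). ACSL1 had 22 and 39 UMIs and a log2 fold of -1.09 (interval -1.91 to -0.30). In the 10 matched pairs of clusters, BMP2 was higher in Hulunbuir sheep in 2 and lower in 2, and no direction could be called for ACSL1 and FABP4 in any. FABP4 had 18 and 12 UMIs outside the erythroid-like clusters, and no difference was detectable there at this depth. The log2 fold of ACACA was 0.72 (interval 0.62 to 0.82).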

BMP2, ACSL1, and FABP4 were related to fat development; thus, their higher expression could be related to big tail morphology (Supplementary Figure S4C). We also detected the HOXC12 and TNNC1 expression levels in Hulunbuir and Ujumqin sheep (Supplementary Figure S4D). The data revealed that the HOXC12 and TNNC1 expression levels were increased in Hulunbuir and Ujumqin sheep.

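HOXC12 was higher in Hulunbuir than in Ujumqin mesenchyme-like cells, with a log2 fold of 0.89 (interval 0.72 to 1.06). With the highest Scrublet scores removed, a setting chosen after seeing the data, it changed sign to -0.30. TNNC1 was highest in the cardiomyocyte-like clusters, at 5386 CPM in Ujumqin and 3819 CPM in Hulunbuir sheep.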

### 3.5. RNA Velocity and Gene Expression Analyses Support the Mesenchyme–Notochord Cell Transformation Theory in Ujumqin Sheep

This trajectory enabled the reconstruction of a major path, defined as H-PATH 1, in which the mesenchyme was placed at the beginning and notochord cells were placed at the trajectory terminus (Figure 5A). This suggests that a transition from mesenchyme to notochord cells is possible in Ujumqin sheep at E16. 

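Pseudotime was not computed here. The links between the mesenchyme-like clusters and each other cluster in the graph of neighbouring Ujumqin cells were counted, over the number expected from the clusters' total links. The ratio was 0.653 for cluster 9 (interval 0.633 to 0.674) and 0.120 for cluster 8. It was 0.00532 for cluster 12 (interval 0.00310 to 0.00852, 17 links), which ranked 4 of 20 clusters. It rose most at a resolution of 0.5, to 0.0285, and fell most, to 0.000317, with the highest Scrublet scores removed, a setting chosen after seeing the data.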

We also detected a mesenchyme–spinal cord cell transformation trajectory (Figure 5B). 

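For Ujumqin cluster 4, 2 links with the mesenchyme-like clusters were found where 9281 were expected, a ratio of 0.000215 (interval 2.61e-05 to 0.000778). Cluster 4 took no class name and had 0 spinal cord markers.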

The results showed that a transition from the mesenchyme to the spinal cord is impossible in Ujumqin sheep at E16. 

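AHSP, TMEM14C and ALAS2 were highest in the erythroid-like cluster 1 of the Ujumqin library (1297, 1779 and 516 CPM). Cluster 12 had 107 CPM of AHSP and 44.1 CPM of ALAS2. Outside the erythroid-like clusters, the ratios of 6 other erythroid genes to ALAS2 differed from those inside by a median of 0.28 on the log2 scale. The genes ran from -0.18 to 2.31. NENF was highest in the endothelium-like cluster 18 (157 CPM) and TMEM120A in the ExE endoderm-like cluster 21 (344 CPM).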

After that, we focused on pseudo-time-dependent transcription factors (TFs) in the notochord, including AHSP, NENF, TMEM120A, TMEM14C, ALAS2, etc. (Figure 5C). We identified pseudo-time-dependent TFs that could be important for the development of notochord cells. 

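NES and PAX3 were highest in Ujumqin cluster 12 (567 and 32.2 CPM), and FGFR1 and KLHL24 in cluster 15 (61.8 and 44.9 CPM). IGFBP3 was highest in cluster 19 (288 CPM) and UPP1 in cluster 18 (125 CPM). The direction of IGFBP3 and UPP1 between the libraries differed by group. IGFBP3 had a log2 fold of 2.18 between clusters 15 and 17, from 12 and 3 UMIs, and of -3.18 in the mesenchyme-like cells. UPP1 had one of 2.27 between clusters 15 and 17 and of -2.42 between clusters 12 and 8.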

We also focused on pseudo-time-dependent transcription factors (TFs) in the spinal cord, including IGFBP3, NES, FGFR1, HOXB9, KLHL24, PAX3, TOP2A, UPP1, etc. (Figure 5D). Furthermore, we identified pseudo-time-dependent TFs that could be important for the development of spinal cord cells. Together, our data revealed a putative mesenchyme–notochord cell transformation trajectory.

Next, we detected the cell cycle in Hulunbuir and Ujumqin sheep. Cell cycle state analysis showed that ~39% of spinal cord cells were in the G1 phase, while ~37% and ~24% of spinal cord cells were, respectively, in the S and G2/M phases in Ujumqin sheep. Approximately 25% of notochord cells were in the G1 phase, while ~35% and ~40% of notochord cells were, respectively, in the S and G2/M phases in Ujumqin sheep. Approximately 36% of somite cells were in the G1 phase, while ~30% and ~34% of somite cells were, respectively, in the S and G2/M phases in Ujumqin sheep. Approximately 39% of paraxial mesoderm cells were in the G1 phase, while ~29% and ~32% of paraxial mesoderm cells were, respectively, in the S and G2/M phases in Ujumqin sheep (Supplementary Figure S5A). 

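Phases were scored with the method of Seurat on cells thinned to 1000 UMIs. In the spinal cord-like cluster 12 of the Hulunbuir library, 58.0% of 224 cells were in G1 (interval 51.3 to 64.6%), 15.6% in S and 26.3% in G2/M. The scores use control genes drawn at random. Over 20 draws, added after seeing the data, the G1 share ran from 52.2% to 62.1%. Without thinning it was 47.1%.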

Approximately 35% of spinal cord cells were in the G1 phase, while ~44% and ~21% of spinal cord cells were, respectively, in the S and G2/M phases in Hulunbuir sheep. Approximately 34% of notochord cells were in the G1 phase, while ~35% and ~41% of notochord cells were, respectively, in the S and G2/M phases in Hulunbuir sheep. Approximately 29% of somite cells were in the G1 phase, while ~47% and ~24% of somite cells were, respectively, in the S and G2/M phases in Ujumqin sheep. 

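In the paraxial mesoderm-like cluster 15 of the Hulunbuir library, 36.8% of 190 thinned cells were in G1 (interval 30.0 to 44.1%), 26.3% in S and 36.8% in G2/M. The G1 share ran from 35.3% to 37.9% over the draws of control genes and was 30.4% without thinning.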

Approximately 37% of paraxial mesoderm cells were in the G1 phase, while ~28% and ~25% of paraxial mesoderm cells were, respectively, in the S and G2/M phases in Hulunbuir sheep (Supplementary Figure S5B). Collectively, the proliferation of spinal cord cells, notochord cells, somite cells, and paraxial mesoderm cells was faster in Ujumqin sheep compared with Hulunbuir sheep. These results suggest that the big tail morphology of Ujumqin sheep is related to faster cell proliferation compared with Hulunbuir sheep.

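Clustered on its own, the Ujumqin library has no spinal cord-like, notochord-like, somite-like or paraxial mesoderm-like cluster. With the libraries clustered together, 271 Ujumqin and 71 Hulunbuir cells were spinal cord-like, and 10 and 172 were paraxial mesoderm-like. The libraries are compared here in other groups of cells. At 1000 UMIs per cell, 54.4% of the Ujumqin and 58.8% of the Hulunbuir mesenchyme-like cells were in G1, and 24.0% and 18.7% in S. The direction of this difference depended on the draw of control genes and on the depth. Over the 20 draws the difference in G1 ran from -6.40 to 6.24 percentage points, and the share was higher in Hulunbuir sheep in 19 draws at 500 UMIs, in 18 at 1000 UMIs, in 7 at 2000 UMIs and in 0 without thinning. In Ujumqin cluster 12, 44.8% of the cells were in G1 and 27.8% in S, and in Hulunbuir cluster 8, 54.8% and 19.3%. The G1 share was higher and the S share lower in Hulunbuir cluster 8 in all 20 draws at every depth, and the difference in G1 ran from 6.56 to 13.5 percentage points at 1000 UMIs. Between clusters 4 and 13, the G1 share was higher in Hulunbuir sheep in 20 draws at 500 UMIs and in 0 at 1000 UMIs, and between clusters 15 and 17 in 20 draws at 1000 UMIs and in 0 without thinning. In the endothelium-like cells the G1 share was lower in Hulunbuir sheep in 20 draws at 1000 UMIs, in 20 at 2000 UMIs and in 20 without thinning, with median differences of -8.55, -10.5 and -21.7 percentage points, but in 4 draws at 500 UMIs. Over all cells outside the erythroid-like clusters it was lower in 20, 19 and 20 draws at these depths and in 1 at 500 UMIs.

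**Figure D4:**
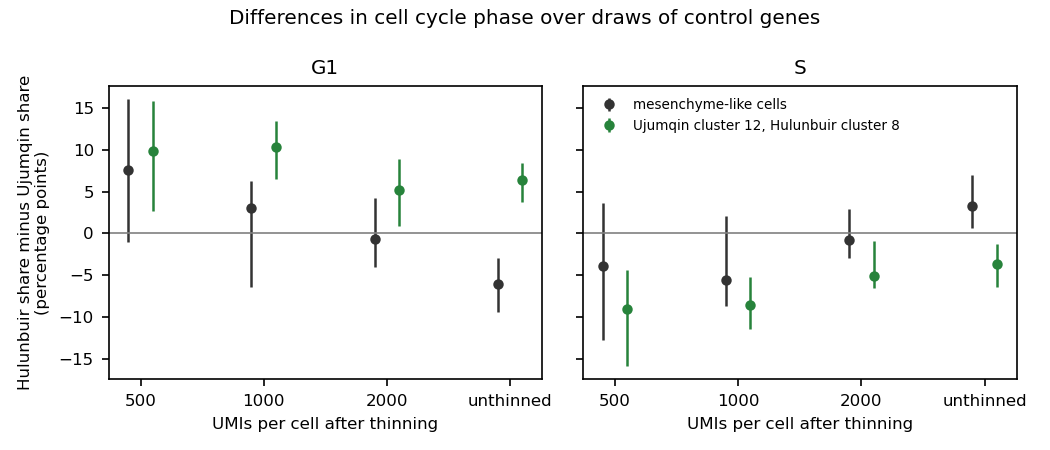
Hulunbuir share minus Ujumqin share of cells in G1 and in S, in percentage points, by UMIs per cell after thinning, for mesenchyme-like cells and for Ujumqin cluster 12 against Hulunbuir cluster 8. Points are medians and bars run from the lowest to the highest of 20 draws of control genes, and the bars of the mesenchyme-like cells cross 0 at 500, 1000 and 2000 UMIs.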

### 3.6. Cell–Cell Communication Analysis in Ujumqin and Hulunbuir Sheep

We performed cell–cell communication via cellphone DB. Interacting pairs were selected with a significance of *p* < 0.05. We found that of 486 somite/paraxial mesoderm and somite/mesenchymal communications, 487 were stronger in Ujumqin sheep (Figure 6A). This suggests that somite/mesenchymal interaction plays a key role in Ujumqin sheep during E16 development. 

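Interactions were not tested here, and the levels of the ligand and the receptor are given. Outside the erythroid-like clusters, IGF2 had 979.5 CPM in the Ujumqin library (interval 974 to 985) and 919 CPM in the Hulunbuir library (interval 914 to 924). The mean of the cells' CPM changed the sign of its log2 fold, from -0.09 to 0.62. IGF1R had 3.81 and 6.65 CPM.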

IGF2, IGF2, and IGF1R have a significant role in cell–cell communication in Ujumqin sheep. We also found that cell–cell communication was generally stronger in Hulunbuir sheep (Figure 6B). MDK-SORL1 plays a key role in cell–cell communication in Hulunbuir sheep. 

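MDK was highest in the paraxial mesoderm-like cluster 15 of the Hulunbuir library (3933 CPM) and SORL1 in its spinal cord-like cluster 12 (10.3 CPM, from 26 UMIs). In the Ujumqin library both were highest in cluster 12 (3324 and 6.96 CPM). Outside the erythroid-like clusters, MDK had 2155 CPM in Hulunbuir and 939.6 CPM in Ujumqin sheep, and SORL1 had 3.35 and 1.46 CPM.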

Taken together, our data demonstrate that key genes play a significant role in cell–cell communication in Ujumqin and Hulunbuir sheep.

## 4. Discussion

Collectively, our results showed that the mesenchyme, paraxial mesoderm, and caudal neuroectoderm were more significant cell clusters in Ujumqin sheep than in Hulunbuir sheep. 

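The Ujumqin library had no paraxial mesoderm-like or caudal neuroectoderm-like cluster, though the naming rule may miss such names in clusters of low depth. In the Hulunbuir library the caudal neuroectoderm-like clusters held 6.43% of the kept cells (interval 5.95 to 6.94%) and the paraxial mesoderm-like cluster 1.99% (interval 1.72 to 2.29%). These shares depended on the settings. The caudal share was 2.06% without a cell filter, 2.34% at a resolution of 0.5, 2.38% with the genes named in the article used for clustering and 0% with the libraries clustered together. The paraxial share was 0% at a resolution of 0.5, with the genes named in the article used for clustering and with the highest Scrublet scores removed, a setting chosen after seeing the data. With the libraries clustered together, 10 Ujumqin cells were paraxial mesoderm-like. The caudal clusters come from 1 library only and may be specific to that library.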

Epithelial-to-mesenchymal transition (EMT) appears to play a particularly vital role in the formation of tissue and organs [35]. Thus, mesenchymes have important roles in the formation of the tail in Ujumqin sheep. Previous research indicates that the platelet activation pathway plays an important role in fat deposition in the tails of sheep, and PDGFD was identified as a likely causal gene associated with tail morphology [36]. The Wnt signaling pathway and FGF signaling pathway also regulate tail morphology [20]. The TGF-beta signaling pathway plays a role in mouse tail formation [37]. Our results are in line with these studies. Previous research indicates that HOXB9 expression decreased in epiblast cells. However, HOXB9 expression increased from gastrulation in mice and bovines [38]. We also detected that HOXB9 expression is mainly located in the paraxial mesoderm in Ujumqin sheep; previous research showed that Pax3 overexpression leads to multiple defects, including aberrant myogenesis in the developing somites in mice [39]. The Pax3′ function remains unexplored in sheep embryo development. Our data showed that Pax3 was more highly expressed in the somite, spinal cord, and notochord in Hulunbuir sheep. This could result in aberrant somite, spinal cord, and notochord development, influencing tail morphology. 

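Between Ujumqin cluster 12 and Hulunbuir cluster 8, which are led by PAX3 among others, the log2 fold of PAX3 was 0.91 (interval 0.65 to 1.16). It was higher in Hulunbuir sheep in 5 of the 10 matched pairs of clusters and lower in 0.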

Brachyury (T) plays a role in mesoderm formation in vertebrates [40]. In addition, the tail length of T-mutation mice was less than 1 cm to half of the normal length [41]. Thus, we detected T gene expression via UMAP in two samples. The result showed that the T gene expression level was higher in Hulunbuir sheep compared with Ujumqin sheep (Supplementary Figure S3D). Given that the Hulunbuir sheep is characterized by its short tail, its T gene expression level should be lower compared with that of the Ujumqin sheep. Interestingly, the T gene expression level was higher at E16 in Hulunbuir sheep compared with Ujumqin sheep. T may participate in notochord development. Previous research shows that CDX2 plays a key role in embryonic development [42]. The Hippo–YAP signaling pathway is an evolutionarily conserved signaling cascade and plays an essential role in controlling cell proliferation and development [43]. We note that YAP1, as a major transcription co-activator of the Hippo pathway, is essential for accomplishing the Hippo pathway function. 

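Compared with the other Hulunbuir cells, the log2 ratio in the spinal cord-like cluster 12 was -0.11 for YAP1, 0.16 for WWTR1, 0.26 for STK3, 0.53 for STK4 and 0.63 for LATS1. Clustered on its own, the Ujumqin library has no spinal cord-like cluster, but 271 of its cells were spinal cord-like with the libraries clustered together. Outside the erythroid-like clusters the Hulunbuir over Ujumqin log2 folds were 0.95 (interval 0.83 to 1.08) for YAP1, 0.98 for WWTR1, 0.64 for STK4 and 0.82 for LATS1, and for STK3, with -0.02 (interval -0.14 to 0.09), no difference was detectable at this depth.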

Function analysis of genes related to Hippo signaling revealed that YAP1, WWTR1, STK3, STK4, and LATS1 were upregulated in the spinal cord in Hulubuir sheep. This suggests that Hippo signaling is inhibited in the spinal cord in Hulubuir sheep. Interestingly, a previous report showed that Yap positivity was associated with higher AFP levels [44]. To determine whether the mesenchyme can transform and assume a notochord cell fate in Ujumqin sheep, we inferred a putative mesenchyme–notochord cell transformation trajectory in pseudo-time using Monocle2 [30,45]. The cell cycle state analysis can be found in [27].

The quality of life and well-being of infants are impacted by successful pregnancy in humans. Thus, a thorough understanding of the developmental events that occur between conception and delivery is needed. Pregnant sheep can be used as a model for human pregnancy; thus, understanding early embryo development in sheep is an important research area [46]. A previous study showed that the morula and blastocyst development states are significantly different in the sheep proteome; 667 proteins were identified in the sheep embryo proteome [47]. In addition, DNMT1 maintains the methylation profile of genes during cell division; DNMT1 is associated with post-implantation mortality in sheep [48]. FGF2 is a member of the FGF family that mediates trophoblast activity and regulates embryonic development in various species [49]. This result is in line with our data. 

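FGF1 is not among the deposited features. Outside the erythroid-like clusters, FGF2 had 4.76 CPM in Ujumqin and 4.24 CPM in Hulunbuir sheep, FGFR1 8.43 and 25.9 CPM, and FGFR2 3.91 and 4.85 CPM. The log2 fold of FGFR2 was 2.57 between clusters 8 and 1, with 4 Ujumqin UMIs, and -2.10 between clusters 4 and 13, with 4 Hulunbuir UMIs.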

We found that FGF1/FGF1R and FGF2/FGF2R play important roles in E16 development in Mongolian sheep.

Previous research has outlined that the sheep gene expression atlas dataset expands on the RNA-seq datasets, including liver, spleen, ovary, testes, kidney, muscle, thymus, left ventricle, etc., for adult tissue. Early development (blastocysts), early development (day 23), early development (day 35), early development (day 100), maternal (days 23, 35, and 100), and COL1A1, COL1A2, and COL1A3 are related to embryo development [50]. These data are also in line with our data. This study provides annotation of the current reference genome for sheep and presents a model transcriptome for ruminants at multiple stages of sheep development. However, no report on the study of E16 in sheep has existed until this point. Our research fills this gap.

High embryonic mortality in ruminants necessitates increased knowledge of early embryo development. Failures in early embryonic development and placenta formation could be the result of abnormal mesoderm differentiation. Two T-box genes (Brachyury and Eomesodermin) control the gastrulation process. Whole-mount in situ hybridization is a precise method that compares the expression pattern between embryos. A previous report showed that Brachyury (T) is most highly expressed at E16 [51]. Brachyury (T) expression is also related to tail morphology. Thus, we chose E16 as a study subject in sheep. Interestingly, we found that Brachyury (T) expression is higher in Hulunbuir short-tail sheep compared with Ujumqin sheep, indicating a big tail morphology. This finding suggests that Brachyury (T) could take part in the gastrulation process rather than regulating tail morphology at this stage. Brachyury (T) plays different roles at different development stages in sheep’s early embryo development. Thus, more relational research needs to be carried out in early embryo development in sheep in the future.

Here, we report the Mongolian early sheep embryo (E16) transcriptional cell atlas; Mongolian sheep breeds include Ujumqin sheep, Hulunbuir sheep, etc. The Ujumqin sheep is characterized by its fat tail, while the Hulunbuir sheep have a smaller tail. We reported that the Ujumqin sheep has 13 cell clusters, and the Hulunbuir sheep has eight cell clusters, and many differential expression genes and signaling pathways were identified at E16 in the Ujumqin and Hulunbuir sheep. This study opens up an entirely new line of research in Mongolian sheep early embryo development and highlights the key factors regulating tail morphology.

Sheep embryogenesis is not well understood. In this study, we reveal the molecular and cell development landscape of E16 in Ujumqin and Hulunbuir sheep. These data provide vital insight into E16 development and uncover cell identification in Ujumqin and Hulunbuir sheep.

## 5. Conclusions

This study presented the first comprehensive single-cell transcriptomic characterization at E16 in Ujumqin sheep and Hulunbuir short-tailed sheep development. Thirteen major cell types were identified at E16 in Ujumqin sheep, and eight major cell types were identified at E16 in Hulunbuir short-tailed sheep. The notochord, spinal, and paraxial mesoderm cell clusters play an important role in tail formation in Ujumqin and Hulunbuir short-tailed sheep. Our data show that the Hippo signaling pathway could regulate the tail morphology of sheep in the notochord and paraxial mesoderm cell clusters. We also found that AHSG and AFP expression is mainly located in the spinal cord in Ujumqin sheep, while it was not detected in the cell cluster in Hulunbuir sheep. These results show that AHSG and AFP could be candidate genes for distinguishing Ujumqin and Hulunbuir sheep from early embryos and lambs. PPP1CC (Protein Phosphatase 1 Catalytic Subunit Gamma) regulates many cellular processes, including cell division. PPP1CC was highly expressed in the notochord, paraxial mesoderm, somite, and spinal cord in Ujumqin. This result showed that PPP1CC could regulate the tail morphology by influencing cell division. POE is related to fat development and pyruvate metabolism. APOE is highly expressed in the notochord in Ujumqin sheep. COL3A1, COL1A2, and COL1A1 are related to protein digestion and absorption. COL3A1, COL1A2, and COL1A1 were highly expressed in the somite and notochord in Ujumqin sheep. These results could explain why the morphology of the Uqumqin sheep includes a big tail. RNA velocity and gene expression analyses support the mesenchyme–notochord cell transformation theory in Ujumqin sheep. This can help to explain the role of notochord cells in tail development. This comprehensive single-cell map reveals previously unrecognized signaling pathways that contribute to understanding the mechanism of short-tailed sheep formation.

## Figures and Tables

**Figure 1:**
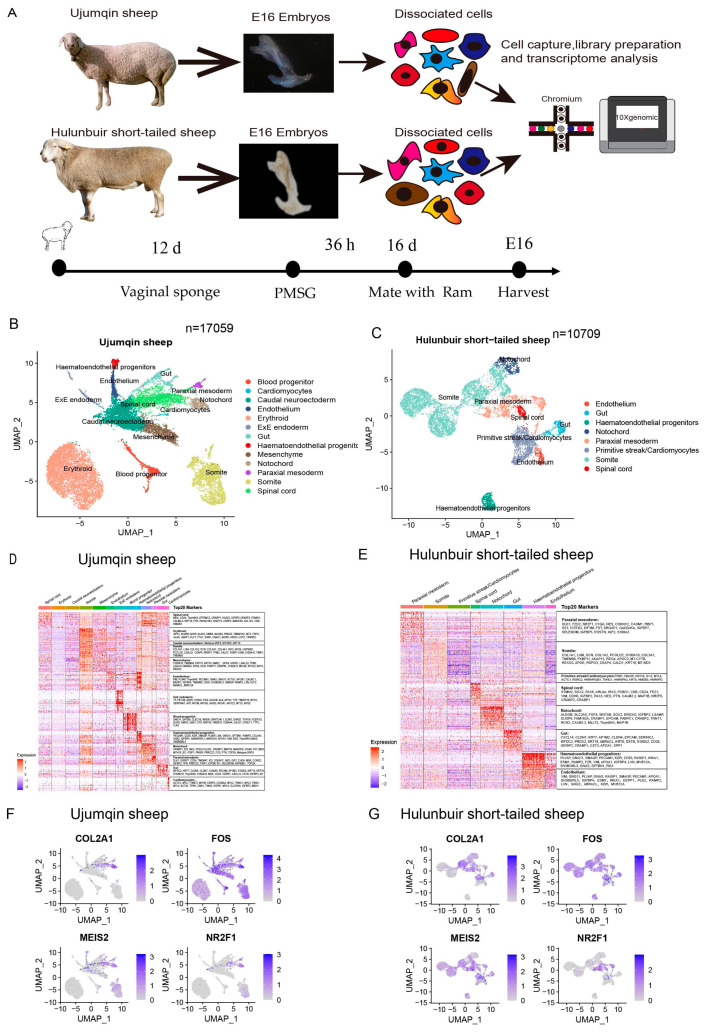
Cell type identification and cluster analysis at E16 in Ujumqin and Hulunbuir sheep. (**A**) Schematic of sheep E16, cell isolation, processing, and capture of single cells using a droplet-based device. (**B**) Anchoring of Ujumqin sheep (*n* = 17,059 viable cells) datasets visualized in UMAP space. (**C**) Anchoring of Hulunbuir sheep (*n* = 10,709 viable cells) datasets visualized in UMAP space. (**D**) Top 20 genes expressed in every cell cluster in Ujumqin sheep. (**E**) Top 20 genes expressed in every cell cluster in Hulunbuir sheep. (**F**,**G**) COL2A1, FOS, MEIS2, and NR2F2 expression level detection in Ujumqin and Hulunbuir sheep (Figure 1 presents our study).

**Figure 2:**
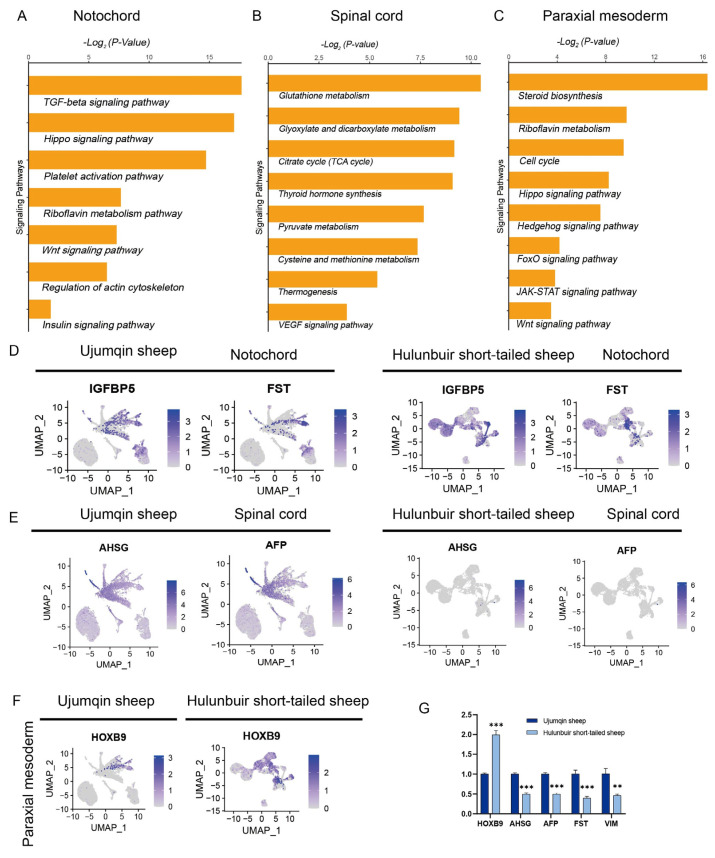
Functional enrichment analysis of E16 in Ujumqin and Hulunbuir sheep. (**A**) KEGG showing signaling pathways activated in the notochord of Ujumqin sheep. These pathways included the TGF-beta signaling pathway, Hippo signaling pathway, platelet activation pathway, riboflavin metabolism pathway, Wnt signaling pathway, regulation of actin cytoskeleton, and insulin signaling pathway. (**B**) KEGG showing signaling pathways activated in the spinal cord in Ujumqin sheep. These pathways included glutathione metabolism, dicarboxylate metabolism, the citrate cycle (TCA cycle), thyroid hormone synthesis, pyruvate metabolism, cysteine and methionine metabolism, thermogenesis, and VEGF signaling pathway. (**C**) KEGG showing signaling pathways activated in the paraxial mesoderm in Ujumqin sheep. These pathways included steroid biosynthesis, riboflavin metabolism, the cell cycle, the Hippo signaling pathway, the Hedgehog signaling pathway, the FoxO signaling pathway, the JAK-STAT signaling pathway, and the Wnt signaling pathway. (**D**) IGFBP5 and FST expression detection. (**E**) AHSG and AFP expression detection. (**F**) HOXB9 expression detection. (**G**) Selected DEGs were confirmed using qRT-PCR (** *p* < 0.01, and *** *p* < 0.001).

**Figure 3:**
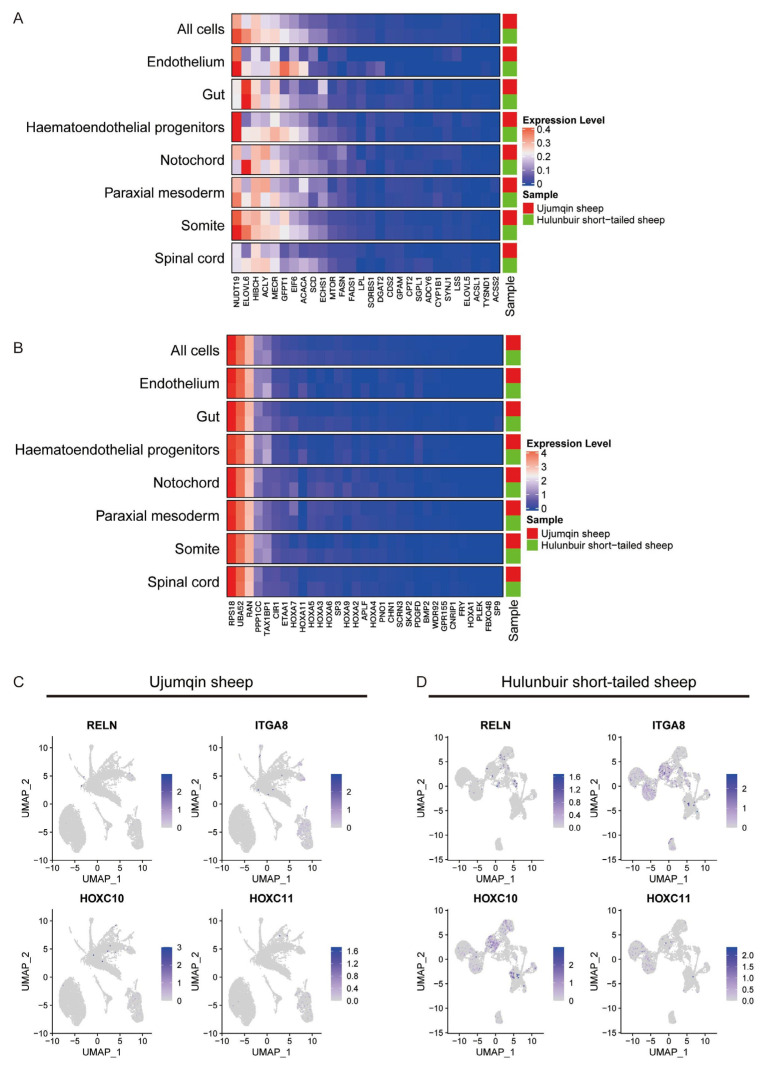
Differential expression gene analysis in every cell cluster at E16 in Ujumqin and Hulunbuir sheep. (**A**) ELOV6, MECR, and ACLY expression analysis in Ujumqin and Hulunbuir sheep. (**B**) PPP1CC (Protein Phosphatase 1 Catalytic Subunit Gamma) expression detection in the notochord, paraxial mesoderm, somite, and spinal cord in Ujumqin and Hulunbuir sheep. (**C**,**D**) REN (extracellular matrix serine protease), ITGA8 (Integrin Submit Alpha8), HOXC10, and HOXC11 expression detection in Ujumqin and Hulunbuir sheep.

**Figure 4:**
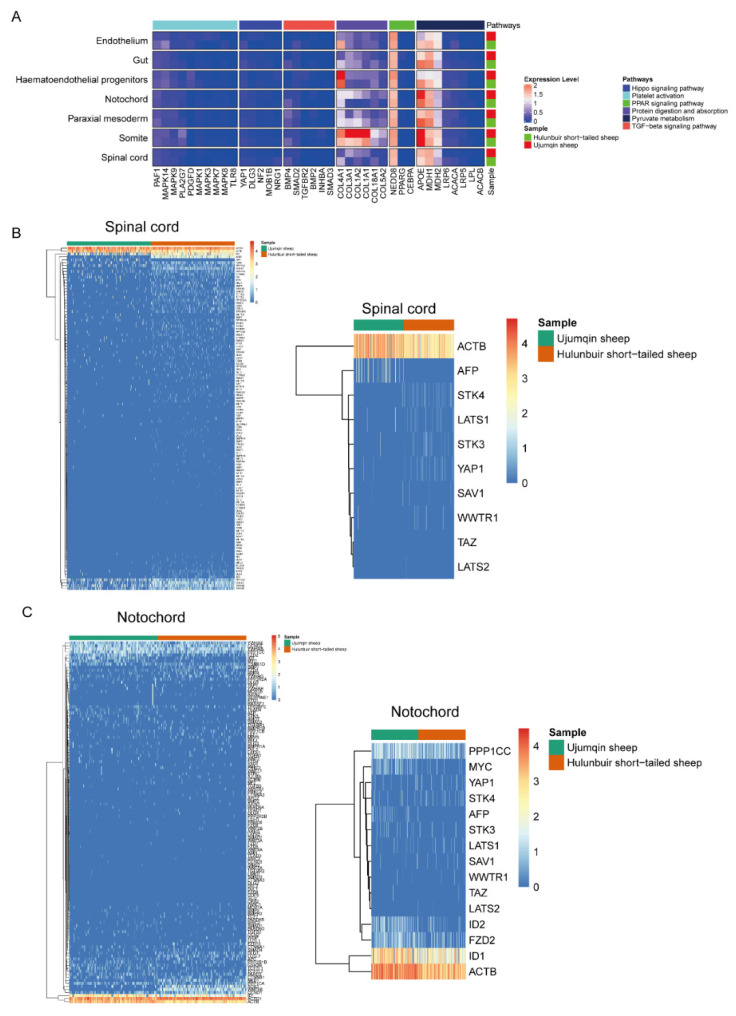
Sc-RNAseq analysis of notochord, paraxial mesoderm, somite, and spinal cord cell characteristics in Hulunbuir and Ujumqin sheep. (**A**) Hippo signaling pathway, TGF-β signaling pathway, COL3A1, COL1A2, COL1A1, and APOE detection in the notochord, paraxial mesoderm, somite, and spinal cord cell characteristics in Hulunbuir and Ujumqin sheep. (**B**) Hippo–YAP signaling pathway detection in the spinal cord. (**C**) Hippo–YAP signaling pathway detection in the notochord.

**Figure 5:**
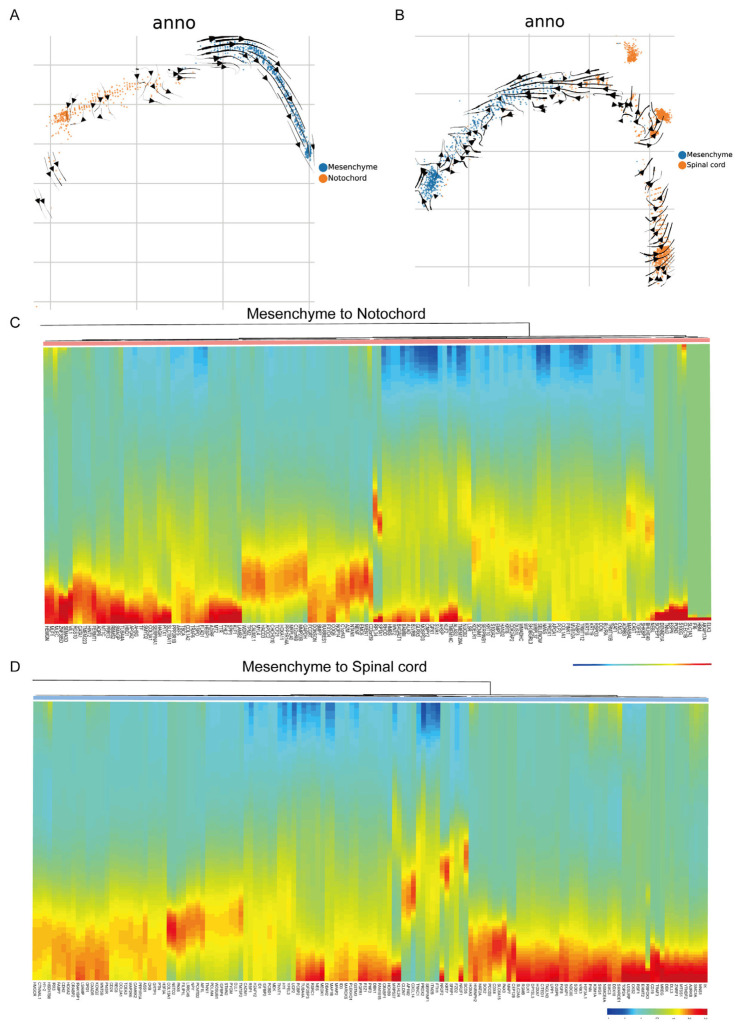
RNA velocity and gene expression analyses support the mesenchyme–notochord cell transformation theory in Ujumqin sheep. (**A**) Pseudo-time analysis of select mesenchyme and notochord cells in Ujumqin sheep. The arrows represent the direction of cell transformation (**B**) Pseudo-time analysis of selected mesenchyme and spinal cord cells in Ujumqin sheep. The arrows represent the direction of cell transformation (**C**) Expression of pseudo-time-dependent transcription factors (TFs) in the notochord. (**D**) Expression of pseudo-time-dependent transcription factors (TFs) in the spinal cord.

**Figure 6:**
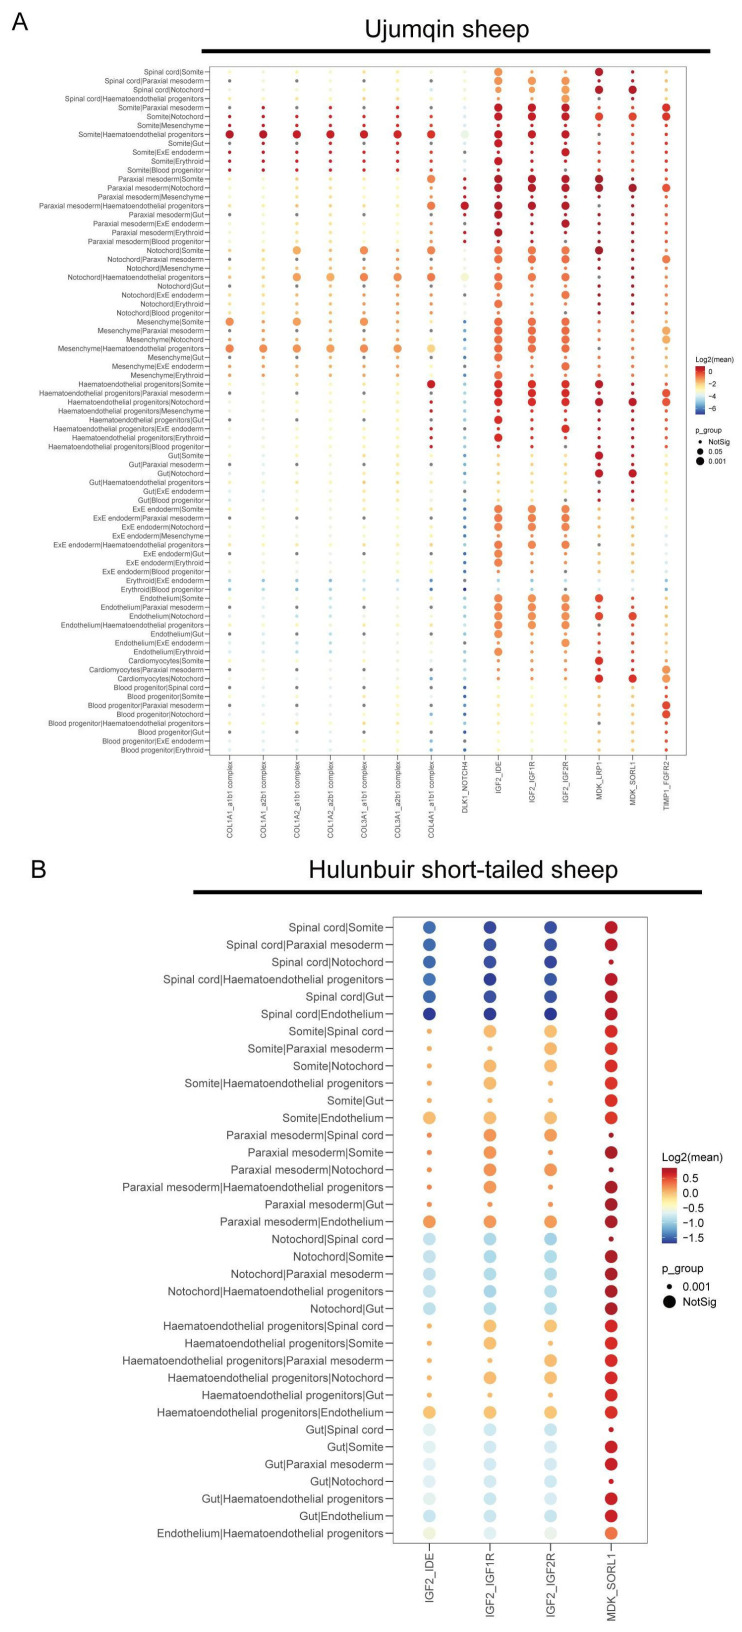
Cell–cell communication analysis in Ujumqin and Hulunbuir sheep. (**A**) Detection of cell–cell communication in Ujumqin sheep. (**B**) Detection of cell–cell communication in Hulunbuir sheep.

## Data Availability

Single-cell RNA sequencing is available from the Gene Expression Omnibus (GEO) database with the accession number GSE185233.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/vetsci10090543/s1. Figure S1. Cell viability detection, integrate analysis and quality control analysis in Ujumqin and Hulunbuir sheep. Figure S2. Cell cluster biomaekers identification analysis. Figure S3. Related genes expression analysis. Figure S4. Hippo and TGF-β related genes expression analysis. Figure S5. Cell cycle metrics on Ujumqin and Hulunuir sheep cells. Table S1. The number of different cell types in Ujumqin sheep E16 embryos. Table S2. The number of different cell types in Hulunbuir sheep E16 embryos. Table S3. Primers used in the study.

## References

[1] Li S., Luo R., Lai D., Ma M., Hao F., Qi X., Liu X., Liu D. (2018). Whole-genome resequencing of Ujumqin sheep to investigate the determinants of the multi-vertebral trait. Genome.

[2] Ma L., Zhang M., Jin Y., Erdenee S., Hu L., Chen H., Cai Y., Lan X. (2018). Comparative Transcriptome Profiling of mRNA and lncRNA Related to Tail Adipose Tissues of Sheep. Front. Genet..

[3] Zhi D., Da L., Liu M., Cheng C., Zhang Y., Wang X., Li X., Tian Z., Yang Y., He T. (2018). Whole Genome Sequencing of Hulunbuir Short-Tailed Sheep for Identifying Candidate Genes Related to the Short-Tail Phenotype. G3 Genes Genomes Genet..

[4] Han J., Yang M., Guo T., Niu C., Liu J., Yue Y., Yuan C., Yang B. (2019). Two linked TBXT (brachyury) gene polymorphisms are associated with the tailless phenotype in fat-rumped sheep. Anim. Genet..

[5] Lolas M., Valenzuela P.D.T., Tjian R., Liu Z. (2014). Charting Brachyury-mediated developmental pathways during early mouse embryogenesis. Proc. Natl. Acad. Sci. USA.

[6] Xu X., Sun X., Hu X.-S., Zhuang Y., Liu Y.-C., Meng H., Miao L., Yu H., Luo S.-J. (2016). Whole Genome Sequencing Identifies a Missense Mutation in HES7 Associated with Short Tails in Asian Domestic Cats. Sci. Rep..

[7] Choi Y.B., Kim G.A., Oh H.J., Kim M.J., Jo Y.K., Setyawan E.M., Lee S.H., Lee B.C. (2016). Cloning of the short-tailed Gyeongju Donggyeong dog via SCNT: Conserving phenotypic inheritance. J. Vet. Med. Sci..

[8] Hytönen M.K., Grall A., Hédan B., Dréano S., Seguin S.J., Delattre D., Thomas A., Galibert F., Paulin L., Lohi H. (2008). Ancestral T-Box Mutation Is Present in Many, but Not All, Short-Tailed Dog Breeds. J. Hered..

[9] Yoo D., Kim K., Kim H., Cho S., Kim J.N., Lim D., Choi S.-G., Choi B.-H., Kim H. (2017). The Genetic Origin of Short Tail in Endangered Korean Dog, DongGyeongi. Sci. Rep..

[10] Fan X., Tang D., Liao Y., Li P., Zhang Y., Wang M., Liang F., Wang X., Gao Y., Wen L. (2020). Single-cell RNA-seq analysis of mouse preimplantation embryos by third-generation sequencing. PLoS Biol..

[11] Wen L., Tang F. (2019). Human Germline Cell Development: From the Perspective of Single-Cell Sequencing. Mol. Cell.

[12] Wen L., Tang F. (2016). Single-cell sequencing in stem cell biology. Genome Biol..

[13] Kretzschmar K., Watt F.M. (2012). Lineage tracing. Cell.

[14] Seita J., Weissman I.L. (2010). Hematopoietic stem cell: Self-renewal versus differentiation. Wiley Interdiscip. Rev. Syst. Biol. Med..

[15] Sulston J.E., Schierenberg E., White J.G., Thomson J.N. (1983). The embryonic cell lineage of the nematode Caenorhabditis elegans. Dev. Biol..

[16] Gulati G.S., Sikandar S.S., Wesche D.J., Manjunath A., Bharadwaj A., Berger M.J., Ilagan F., Kuo A.H., Hsieh R.W., Cai S. (2020). Single-cell transcriptional diversity is a hallmark of developmental potential. Science.

[17] Cao J., Spielmann M., Qiu X., Huang X., Ibrahim D.M., Hill A.J., Zhang F., Mundlos S., Christiansen L., Steemers F.J. (2019). The single-cell transcriptional landscape of mammalian organogenesis. Nature.

[18] Chal J., Pourquié O. (2017). Making muscle: Skeletal myogenesis in vivo and in vitro. Development.

[19] Dequéant M.L., Glynn E., Gaudenz K., Wahl M., Chen J., Mushegian A., Pourquié O. (2006). A complex oscillating network of signaling genes underlies the mouse segmentation clock. Science.

[20] Brink S.C.v.D., Alemany A., van Batenburg V., Moris N., Blotenburg M., Vivié J., Baillie-Johnson P., Nichols J., Sonnen K.F., Arias A.M. (2020). Single-cell and spatial transcriptomics reveal somitogenesis in gastruloids. Nature.

[21] Zhang S., Cui Y., Ma X., Yong J., Yan L., Yang M., Ren J., Tang F., Wen L., Qiao J. (2020). Single-cell transcriptomics identifies divergent developmental lineage trajectories during human pituitary development. Nat. Commun..

[22] Butler A., Hoffman P., Smibert P., Papalexi E., Satija R. (2018). Integrating single-cell transcriptomic data across different conditions, technologies, and species. Nat. Biotechnol..

[23] Satija R., Farrell J.A., Gennert D., Schier A.F., Regev A. (2015). Spatial reconstruction of single-cell gene expression data. Nat. Biotechnol..

[24] Becht E., McInnes L., Healy J., Dutertre C.-A., Kwok I.W.H., Ng L.G., Ginhoux F., Newell E.W. (2018). Dimensionality reduction for visualizing single-cell data using UMAP. Nat. Biotechnol..

[25] McDavid A., Finak G., Chattopadyay P.K., Dominguez M., Lamoreaux L., Ma S.S., Roederer M., Gottardo R. (2013). Data exploration, quality control and testing in single-cell qPCR-based gene expression experiments. Bioinformatics.

[26] Kiselev V.Y., Kirschner K., Schaub M.T., Andrews T., Yiu A., Chandra T., Natarajan K.N., Reik W., Barahona M., Green A.R. (2017). SC3: Consensus clustering of single-cell RNA-seq data. Nat. Methods.

[27] Kowalczyk M.S., Tirosh I., Heckl D., Rao T.N., Dixit A., Haas B.J., Schneider R.K., Wagers A.J., Ebert B.L., Regev A. (2015). Single-cell RNA-seq reveals changes in cell cycle and differentiation programs upon aging of hema-topoietic stem cells. Genome Res..

[28] Song Y., Guerrero-Juarez C.F., Chen Z., Tang Y., Ma X., Lv C., Bi X., Deng M., Bu L., Tian Y. (2020). The Msi1-mTOR pathway drives the pathogenesis of mammary and extramammary Paget’s disease. Cell Res..

[29] Guerrero-Juarez C.F., Dedhia P.H., Jin S., Ruiz-Vega R., Ma D., Liu Y., Yamaga K., Shestova O., Gay D.L., Yang Z. (2019). Single-cell analysis reveals fibroblast heterogeneity and myeloid-derived adipocyte progenitors in murine skin wounds. Nat. Commun..

[30] Qiu X., Hill A., Packer J., Lin D., Ma Y.-A., Trapnell C. (2017). Single-cell mRNA quantification and differential analysis with Census. Nat. Methods.

[31] Sheng X., Lin Z., Lv C., Shao C., Bi X., Deng M., Xu J., Guerrero-Juarez C.F., Li M., Wu X. (2020). Cycling Stem Cells Are Radioresistant and Regenerate the Intestine. Cell Rep..

[32] Jin S., MacLean A.L., Peng T., Nie Q. (2018). scEpath: Energy landscape-based inference of transition probabilities and cellular trajectories from single-cell transcriptomic data. Bioinformatics.

[33] La Manno G., Soldatov R., Zeisel A., Braun E., Hochgerner H., Petukhov V., Lidschreiber K., Kastriti M.E., Lönnerberg P., Furlan A. (2018). RNA velocity of single cells. Nature.

[34] Stuart T., Butler A., Hoffman P., Hafemeister C., Papalexi E., Mauck W.M., Hao Y., Stoeckius M., Smibert P., Satija R. (2019). Comprehensive Integration of Single-Cell Data. Cell.

[35] Nieto M.A., Huang R.Y., Jackson R.A., Thiery J.P. (2016). EMT: 2016. Cell.

[36] Li X., Yang J., Shen M., Xie X.-L., Liu G.-J., Xu Y.-X., Lv F.-H., Yang H., Yang Y.-L., Liu C.-B. (2020). Whole-genome resequencing of wild and domestic sheep identifies genes associated with morphological and ag-ronomic traits. Nat. Commun..

[37] Yoon S.-H., Kim K.Y., Wang Z., Park J.-H., Bae S.M., Kim S.-Y., Song H.-Y., Jeon J.Y. (2020). EW-7197, a Transforming Growth Factor-Beta Type I Receptor Kinase Inhibitor, Ameliorates Acquired Lymphedema in a Mouse Tail Model. Lymphat. Res. Biol..

[38] Sauvegarde C., Paul D., Bridoux L., Jouneau A., Degrelle S., Hue I., Rezsohazy R., Donnay I. (2016). Dynamic Pattern of HOXB9 Protein Localization during Oocyte Maturation and Early Embryonic Development in Mammals. PLoS ONE.

[39] Finckenstein F.G., Davicioni E., Osborn K.G., Cavenee W.K., Arden K.C., Anderson M.J. (2006). Transgenic mice expressing PAX3-FKHR have multiple defects in muscle development, including ectopic skeletal myogenesis in the developing neural tube. Transgenic Res..

[40] Yasuoka Y., Shinzato C., Satoh N. (2016). The Mesoderm-Forming Gene brachyury Regulates Ectoderm-Endoderm Demarcation in the Coral Acropora digitifera. Curr. Biol..

[41] Wu B., Shao Y., Chen B., Liu C., Xue Z., Wu P., Li H. (2010). Identification of a Novel Mouse Brachyury (T) Allele Causing a Short Tail Mutation in Mice. Cell Biochem. Biophys..

[42] Gourain V., Duluc I., Domon-Dell C., Freund J.-N. (2021). A Core Response to the CDX2 Homeoprotein during Development and in Pathologies. Front. Genet..

[43] Xu J., Tang Y., Sheng X., Tian Y., Deng M., Du S., Lv C., Li G., Pan Y., Song Y. (2020). Secreted stromal protein ISLR promotes intestinal regeneration by suppressing epithelial Hippo signaling. EMBO J..

[44] Park H., Lee Y., Lee K., Lee H., Yoo J.E., Ahn S., Park Y.N., Kim H. (2021). The Clinicopathological Significance of YAP/TAZ Expression in Hepatocellular Carcinoma with Relation to Hypoxia and Stemness. Pathol. Oncol. Res..

[45] Trapnell C., Cacchiarelli D., Grimsby J., Pokharel P., Li S., Morse M., Lennon N.J., Livak K.J., Mikkelsen T.S., Rinn J.L. (2014). The dynamics and regulators of cell fate decisions are revealed by pseudotemporal ordering of single cells. Nat. Biotechnol..

[46] Barry J., Anthony R. (2008). The pregnant sheep as a model for human pregnancy. Theriogenology.

[47] Sanchez D.J.D., Vasconcelos F.R., Teles-Filho A.C.A., Viana A.G.A., Martins A.M.A., Sousa M.V., Castro M.S., Ricart C.A., Fontes W., Bertolini M. (2021). Proteomic profile of pre-implantational ovine embryos produced in vivo. Reprod. Domest. Anim..

[48] Ptak G.E., D’Agostino A., Toschi P., Fidanza A., Zacchini F., Czernik M., Monaco F., Loi P. (2013). Post-implantation mortality of in vitro produced embryos is associated with DNA methyltransferase 1 dys-function in sheep placenta. Hum. Reprod..

[49] Mor A., Mondal S., Reddy I., Nandi S., Gupta P. (2018). Molecular cloning and expression of FGF2 gene in pre-implantation developmental stages of in vitro-produced sheep embryos. Reprod. Domest. Anim..

[50] Clark E.L., Bush S.J., McCulloch M.E.B., Farquhar I.L., Young R., Lefevre L., Pridans C., Tsang H.G., Wu C., Afrasiabi C. (2017). A high resolution atlas of gene expression in the domestic sheep (*Ovis aries*). PLoS Genet..

[51] Guillomot M., Turbe A., Hue I., Renard J.P. (2004). Staging of ovine embryos and expression of the T-box genes Brachyury and Eomesodermin around gas-trulation. Reproduction.

# Supplementary material for: A Single-Cell Atlas of an Early Mongolian Sheep Embryo
**Source:** Vet Sci. 2023 Aug 28;10(9):543. doi: 10.3390/vetsci10090543
**Supplement:** Supplementary file 1

Supplementary file for: The mongolia sheep early embryo transcriptional cell atlas

The file includes:

Table S1-S3

Supplementary Figures S1-S5

**Table S1: The number of different cell types in Ujumqin sheep E16 embryos**

| Cell Type                      | Cell Counts | Mean Gene Counts |
|--------------------------------|-------------|------------------|
| Blood progenitor               | 617         | 1208.627229      |
| Cardiomyocytes                 | 37          | 586.8378378      |
| Caudal neuroectoderm           | 2524        | 285.3716323      |
| Endothelium                    | 338         | 501.352071       |
| Erythroid                      | 4975        | 1608.089045      |
| ExE endoderm                   | 258         | 1020.581395      |
| Gut                            | 431         | 1215.213457      |
| Haematoendothelial progenitors | 158         | 3235.987342      |
| Mesenchyme                     | 893         | 607.0414334      |
| Notochord                      | 391         | 2200.217391      |
| Paraxial mesoderm              | 144         | 2470.256944      |
| Somite                         | 1989        | 3094.518351      |
| Spinal cord                    | 1801        | 583.6435314      |

**TableS2: The number of different cell types in Hulunbuir sheep E16 embryos**

| Cell Type                       | Cell Counts | Mean Gene Counts |
|---------------------------------|-------------|------------------|
| Endothelium                     | 235         | 745.4553191      |
| Gut                             | 391         | 2121.815857      |
| Haematoendothelial progenitors  | 487         | 2796.149897      |
| Notochord                       | 544         | 2113.382353      |
| Paraxial mesoderm               | 1118        | 2104.246869      |
| Primitive streak/Cardiomyocytes | 1505        | 817.7860465      |
| Somite                          | 5098        | 2491.547666      |
| Spinal cord                     | 205         | 1873.419512      |

18  
19

**TableS3: Primers used in the study.**

| Gene        | Forward Primer<br>(5'-3')     | Reverse Primer<br>(5'-3')     | Organis<br>m |
|-------------|-------------------------------|-------------------------------|--------------|
| HOXB<br>9   | CGAAGGAAGCGAGGACA<br>AAGAGAG  | CAGCGTCTGGTATTTGGT<br>GTAGGG  | sheep        |
| ACLY        | ATCACCGAGGTCTTCAA<br>GGAGGAG  | GCTGTCACCATCAGGCA<br>CATCTC   | sheep        |
| FASN        | AACGCTGTGGTGCTGGA<br>GATTG    | GTTGTCCCTGTGGTCCTT<br>CTTCATC | sheep        |
| HOXC<br>12  | GGGCGAGCATAATCTCC<br>TGAATCC  | GCGGAAGTTGGGAAAGT<br>AGAAGGTG | sheep        |
| AHSG        | CCAGGTTCTGTCTCTGT<br>GGAGTTTG | AGGTTGCACTTGGTTGG<br>ATCTACG  | sheep        |
| <i>AFP</i>  | GCTTGGTGGTGGATGAG<br>ACATACG  | TGGCTTCTGCTTCACGAG<br>GTTAATG | sheep        |
| <i>FST</i>  | TCAAGTGGATGATTTTCA<br>ACGG    | GTTCTTCTTGTTTCATTCG<br>GCAT   | sheep        |
| <i>VIM</i>  | TCAATGACCGCTTCGCC<br>AACTAC   | GCTCTCGCATCTCCTCCT<br>CGTAG   | sheep        |
| <i>ACTB</i> | TCCTGCGGCATTACGA<br>AACTAC    | GTGTTGGCGTAGAGGTC<br>CTTGC    | sheep        |
| <i>MYC</i>  | TCAACGTCAGCTTCGCC<br>AACAG    | AAGTTCTCCTCCTCGTCG<br>CAGTAG  | sheep        |
| <i>YAP</i>  | AGAGGCCTGGCGCATCA<br>AAA      | CCAACAAGGTTCCAGCC<br>CAT      | sheep        |
| <i>TAZ</i>  | TGCGGGCAGAGAACAAG<br>TCA      | CTGGCTTGCAGGTGGTT<br>GTG      | sheep        |

20  
21  
22  
23  
24  
25  
26  
27  
28  
29  
30  
31  
32  
33  
34  
35

37 **Supplementary Figure**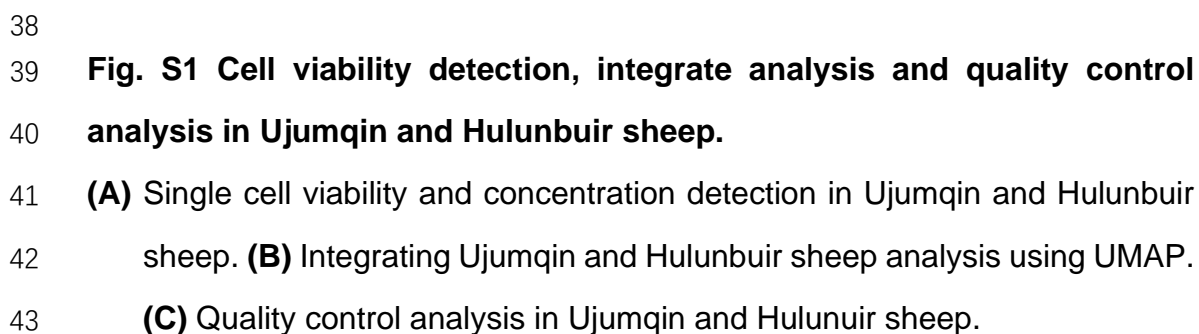

**Fig. S1 Cell viability detection, integrate analysis and quality control analysis in Ujumqin and Hulunbuir sheep.**

**(A)** Single cell viability and concentration detection in Ujumqin and Hulunbuir sheep. **(B)** Integrating Ujumqin and Hulunbuir sheep analysis using UMAP. **(C)** Quality control analysis in Ujumqin and Hulunbuir sheep.

52

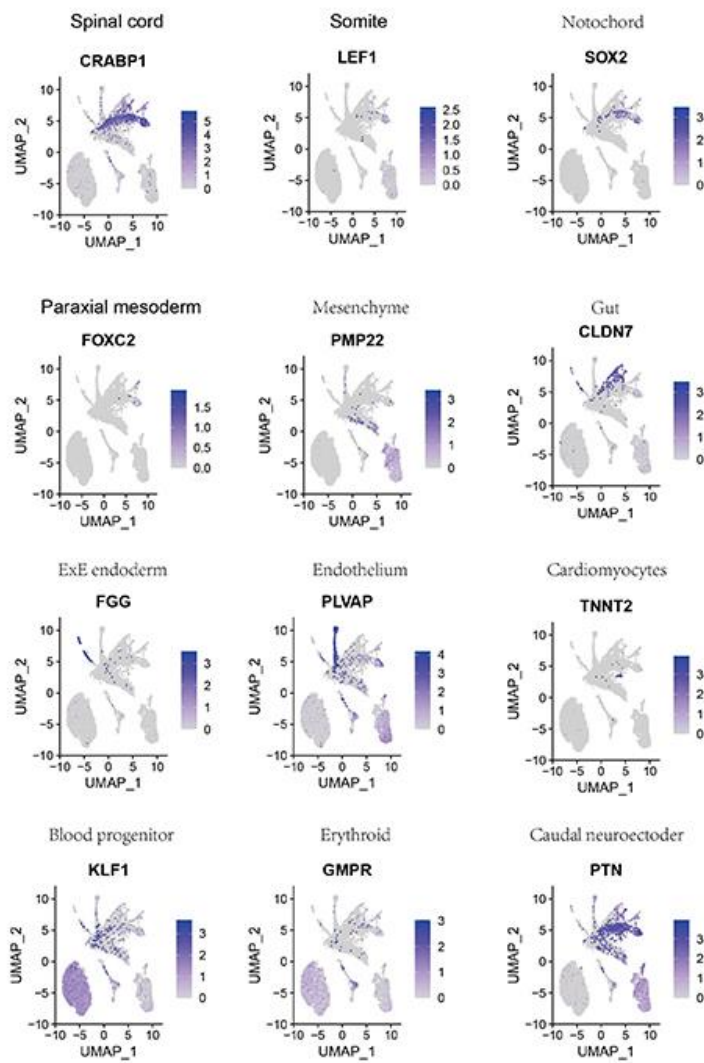

53

54 **Fig. S2 Cell cluster biomarkers identification analysis**

55

56

57

58

59

60

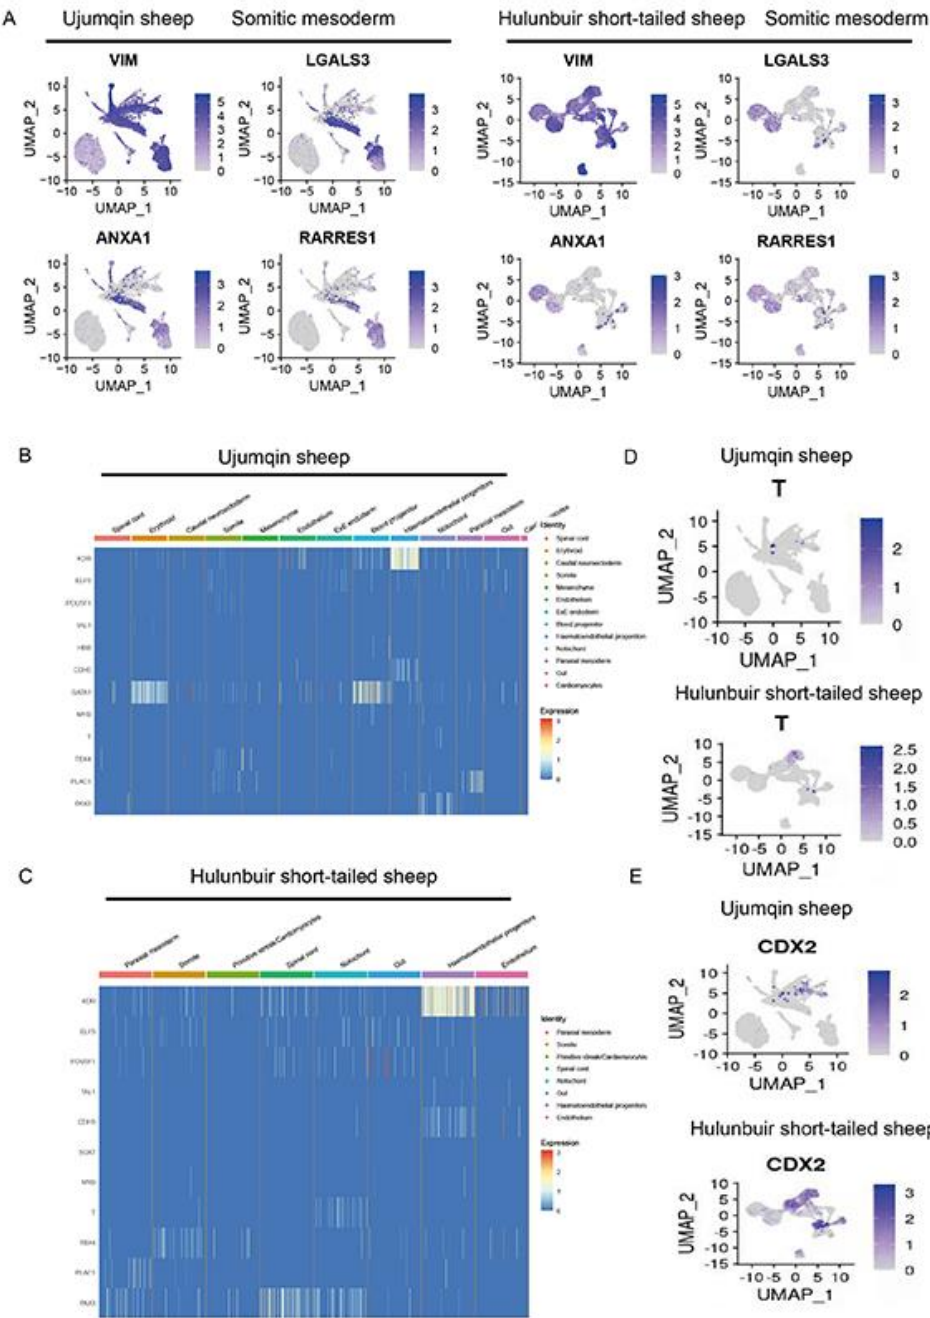

**Fig. S3 Related genes expression analysis**

**(A)** Higher expression genes analysis in ujumqin sheep. **(B and C)** PAX3 and T (Brachyury) expression genes analysis in Ujumqin and Hulunbuir sheep. **(D)** T gene expression detection by UMAP. **(E)** CDX2 gene expression detection by UMAP.

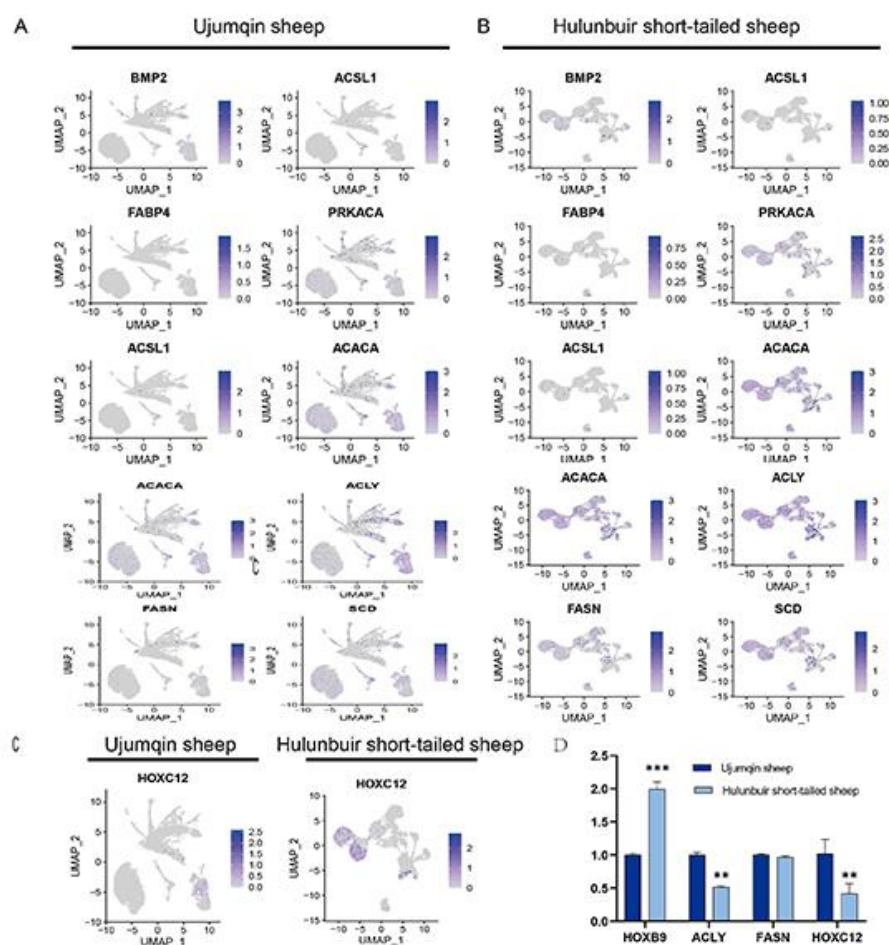

**Fig. S4 Hippo and TGF- $\beta$  related genes expression analysis**

**(A)** YAP1, TAZ, ACTB, MYC and AFP expression detection by qPCR. **(B)** HOXB9, ACLY, FASN and HOXC12 expression detection by qPCR. **(C)** BMP2, ACSL1, FABP4, PRKACA, ACACA and ACSL1 expression detection by UMAP in Ujumqin and Hulunbuir sheep. **(D)** HOXC12 and TNNC1 expression detection by UMAP in Ujumqin and Hulunbuir sheep.

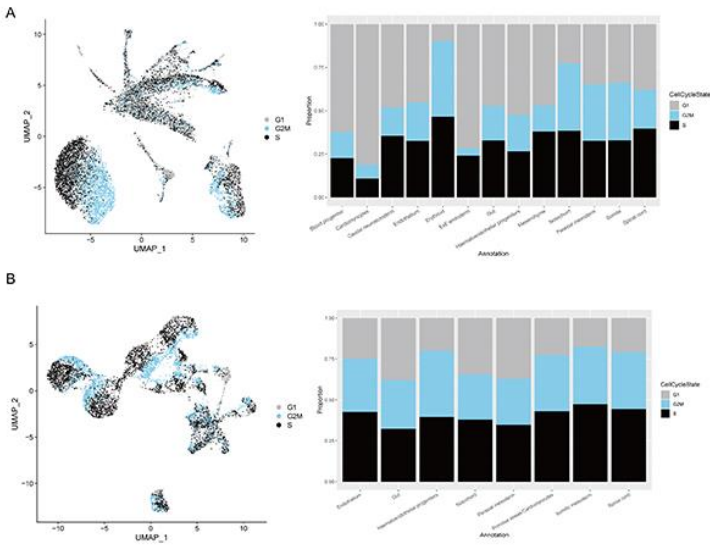

79 **Fig. S5 Cell cycle metrics on Ujumqin and Hulunuir sheep cells.**

80 **(A)** Cell cycle states in Ujumqin sheep cells projected on UMAP. **(B)** Cell cycle  
81 states in Hulunbuir sheep cells projected on UMAP.

How the deposited data were processed for this re-analysis (not part of the article)

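Single-cell RNA was measured in 1 pooled library of embryos at embryonic day 16 for each breed, Ujumqin and Hulunbuir. The deposited values are counts of UMIs on each gene and barcode, which the authors made with Cell Ranger from reads aligned to the Rambouillet sheep assembly and did not normalize. Everything else was computed from these counts. A symbol given to several features (83 symbols) was taken at its first feature. FGF1 is not among the features, and brachyury is listed as T.

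Barcodes with at least 200 genes and under 10% mitochondrial UMIs were kept. Each cell was scaled to 10000 UMIs and log-transformed. The 2000 most variable genes, without the 78 genes of the claims that are in the files, gave 30 principal components. A graph of shared neighbours (20 neighbours per cell, links under 1 in 15 removed) was clustered with leidenalg 0.10.2 at a resolution of 1. The versions were Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0, igraph 0.11.9, scanpy 1.11.5 and matplotlib 3.10.9.

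Clusters were named from 19 lists of marker genes that were written before the data were examined, as were the main settings and all alternatives not said to be added later. The rule that turns markers into a name was set after the clusters were seen. A marker counted for a cluster when at least 10% of its cells had a UMI of it, when its level with 1 CPM added was at least 3 times the median of the other clusters, and when its level was at least 10% of the highest cluster's. The list with the most markers gave the name if it had at least 3, was not tied, had a marker among the 10 genes of largest fold and no other list had more there. A cluster that failed only between the general mesenchyme and the allantois lists took the other of these names if that passed. Doublets were scored with Scrublet and kept.

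The level of a gene is the sum of its UMIs over the sum of all UMIs of a group of cells. The genes reported were taken from those the claims name, a rule set before the data were examined. With a group at 0, the fold was taken against 3 counts. Clusters were matched between the libraries by correlation over genes of at least 50 CPM in some cluster, without the genes of the claims. The values correlated were log2 levels with 5 CPM added, less each gene's mean over the clusters of its own library. Of the matches, 10 pairs were each other's best, a set added after seeing the data. For shares of cells with a UMI, cells were thinned to 1000 UMIs and cells with fewer were left out. Phases were scored with 38 of 43 S genes and 42 of 54 G2/M genes, 100 control genes per gene drawn at random from 24 bins of level, and G1 where both scores were below 0. Pathway lists were compared with 10000 random lists matched in 50 bins of level. A gene was said to differ in every shared class when in each of the classes found in both libraries it had at least 50 CPM in the same library and was at least 4-fold lower in the other.

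With 1 library per breed, no test between the breeds was run, and differences between cells were not used as replicates. The alternatives were another minimum of genes, no cell filter, removal of the cells marked by Scrublet, other resolutions, the genes of the claims used for clustering, the libraries clustered together without integration, the mean of the cells' CPM, a total without 86 mitochondrial, ribosomal protein and haemoglobin genes (only 3 haemoglobin genes have a symbol), other thinning depths and a 2-fold limit. Removal of the highest Scrublet scores and repeated draws of the control genes were added after seeing the data. KEGG enrichment, CellPhoneDB, RNA velocity and Monocle were not repeated, and qPCR values were not used here.

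The steps were tested on simulated data. Of 200 simulated genes with an 8-fold difference in every shared class, 194 were recovered with 0 false calls. Of 1400 simulated cells at the depths of 7 real clusters, 1280 returned to their cluster, and 7 of the 7 names were recovered, against 6 at the median depth of each cluster. All 7 clusters had a name, so names that the rule misses were not tested. Of 600 cells with a simulated phase, 557 were recovered. Random lists fell outside the middle 95% in 59 of 1000 cases.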

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

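The search for genes with opposite directions, its limit of 4-fold and the choice of the metallothionein genes came after the data were seen, and the test of the genes higher in the Ujumqin library was written before its result was seen.

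Of the 78 genes of the claims, 7 were at least 4-fold higher in the Hulunbuir library in some of 15 comparisons of classes or clusters and at least 4-fold lower in others. The gut-like, endothelium-like, lateral plate and intermediate mesoderm-like and cardiomyocyte-like cells are the same as those of 4 matched pairs of clusters, so 4 of these comparisons repeat others. COL1A2 had log2 folds of 3.89 in the cardiomyocyte-like clusters and -3.29 in the lateral plate and intermediate mesoderm-like cells, 7.18 apart. IGFBP5 had log2 folds of 2.17 between clusters 8 and 1 and -2.30 in the lateral plate and intermediate mesoderm-like cells, 4.48 apart. POSTN had log2 folds of 2.08 in the gut-like clusters and -2.66 between clusters 17 and 5, 4.75 apart. NR2F1 had log2 folds of 3.49 in the cardiomyocyte-like clusters and -3.06 between clusters 17 and 5, 6.56 apart. IGFBP3 had log2 folds of 2.18 between clusters 15 and 17 and -3.18 in the mesenchyme-like cells, 5.37 apart. UPP1 had log2 folds of 2.27 between clusters 15 and 17 and -2.42 between clusters 12 and 8, 4.69 apart. FGFR2 had log2 folds of 2.57 between clusters 8 and 1 and -2.10 between clusters 4 and 13, 4.68 apart. A side of 5 of these 7 genes rested on fewer than 5 UMIs. The differences between the groups were not tested, since each group has 1 library per breed. The depth differs between the matched clusters, and free RNA and cells of another type in a matched cluster were not tested for these genes. A difference between the breeds in some cell types stays open.

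In all 5 classes found in both libraries, 5 genes were higher in Ujumqin sheep, all without a symbol and none named in the article, and 0 genes were higher in Hulunbuir sheep. With a 2-fold limit the numbers were 6 and 6, so the imbalance rests on the limit of 4-fold. The 5 genes include ENSOARG00020015536 and ENSOARG00020004314. Their highest Ujumqin levels lay in erythroid-like clusters for 4 and in an ExE endoderm-like cluster for 1, so that 5 of 5 had them in clusters whose names no Hulunbuir cluster took. With the libraries clustered together 0 genes were higher in Ujumqin sheep in all of the 9 classes then shared. These classes include the erythroid-like and ExE endoderm-like ones, so this number does not show whether the 5 genes differ in the other classes. A candidate explanation is free RNA from erythroid and ExE endoderm cells. The Hulunbuir library is not without such cells, since 6 erythroid-like and 8 ExE endoderm-like cells were found in it with the libraries clustered together, and its cluster 16, led by APOA2, KRT7 and TTR, had 5 ExE endoderm markers without taking the name. A difference between the breeds within the shared classes was not tested, and whether the embryos or the dissection differed in blood and extraembryonic tissue stays open.

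The metallothionein genes MT1A, MT1C and MT2, which the article does not name, had 287, 756 and 2240.0 CPM in the erythroid-like cluster 6 of the Ujumqin library and 6.44, 27.7 and 298 CPM in the other erythroid-like clusters. The log2 ratios were 5.48 (interval 5.35 to 5.61), 4.77 and 2.91. The cause was not tested. Stress of the cells during dissociation and a separate embryo in the pool were not examined, and no biological explanation was tested.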

How the results depend on the processing

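Removal of the highest Scrublet scores and the draws of control genes were chosen only after the data were seen. The other alternatives were set before the data were examined. The rule that names the clusters and the matching of clusters 12 and 8, on which part of the results rest, were set after the clusters were seen. Of the 71 log2 folds called outside the erythroid-like clusters, all kept their direction under 8 of 10 settings, 67 with the libraries clustered together and 62 with the mean of the cells' CPM. The share of mesenchyme-like cells was higher in Hulunbuir sheep under every setting. The G1 difference between clusters 12 and 8 kept its sign under every setting. No paired analysis was possible because each breed has 1 pooled library. The cause was not tested for any changed result. Phase shares under each setting come from 1 draw of control genes, so their changes do not separate the setting from the draw. The depth of the data limits the genes with few UMIs, such as FABP4, for which no direction could be called.

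With at least 500 genes per cell, moved values were the percent of barcodes kept in Ujumqin sheep (85.3 to 59.2), the percent of mesenchyme-like cells in Ujumqin sheep (8.52 to 11.2), the percent of unnamed cells in Ujumqin sheep (47.4 to 31.1), the percent of barcodes kept in Hulunbuir sheep (89.5 to 84.8), the percent of mesenchyme-like cells in Hulunbuir sheep (33.2 to 38.1), the percent of unnamed cells in Hulunbuir sheep (46.5 to 45.2), the ratio of links with Ujumqin cluster 12 (0.00532 to 0.00282), the ratio of links with Ujumqin cluster 4 (0.000215 to 0), the percentile of the Hippo list in Ujumqin cluster 12 (98.7 to 99.8), the percentile of the Hippo list in Hulunbuir cluster 12 (92.7 to 85.9), the number of genes higher in Hulunbuir sheep in every shared class (0 to 1).

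Without a cell filter, sign changes were the log2 fold of COL3A1 between clusters 12 and 8 (-0.33 to 0.31), the log2 fold of COL1A1 between clusters 12 and 8 (-0.61 to 0.49), the log2 fold of COL1A2 between clusters 12 and 8 (-0.39 to 0.55), the log2 fold of IGF2 between clusters 12 and 8 (-0.37 to 1.09), the difference in the G1 share of the mesenchyme-like class (4.36 to -0.888). Values that moved were the percent of barcodes kept in Ujumqin sheep (85.3 to 100), the percent of mesenchyme-like cells in Ujumqin sheep (8.52 to 7.43), the percent of unnamed cells in Ujumqin sheep (47.4 to 45.1), the percent of barcodes kept in Hulunbuir sheep (89.5 to 100), the percent of mesenchyme-like cells in Hulunbuir sheep (33.2 to 42.2), the percent of unnamed cells in Hulunbuir sheep (46.5 to 35.7), the percentile of the Hippo list in Hulunbuir cluster 12 (92.7 to 77.0).

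With the cells marked by Scrublet removed, sign changes were the log2 fold of COL1A1 between clusters 12 and 8 (-0.61 to 0.0952), the log2 fold of COL1A2 between clusters 12 and 8 (-0.39 to 0.11), the log2 fold of IGF2 between clusters 12 and 8 (-0.37 to 0.38), the difference in the G1 share of the mesenchyme-like class (4.36 to -2.72). Moved values were the percent of barcodes kept in Ujumqin sheep (85.3 to 84.2), the percent of unnamed cells in Ujumqin sheep (47.4 to 32.5), the percent of mesenchyme-like cells in Hulunbuir sheep (33.2 to 47.5), the percent of unnamed cells in Hulunbuir sheep (46.5 to 32.1), the ratio of links with Ujumqin cluster 12 (0.00532 to 0.0100), the ratio of links with Ujumqin cluster 4 (0.000215 to 0.000954), the percentile of the Hippo list in Ujumqin cluster 12 (98.7 to 99.5), the percentile of the Hippo list in Hulunbuir cluster 12 (92.7 to 89.8), the difference in the S share of the mesenchyme-like class (-5.35 to -2.15).

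With the highest Scrublet scores removed, chosen after seeing the data, sign changes were the log2 fold of HOXC12 in mesenchyme-like cells (0.89 to -0.30), the log2 fold of COL3A1 between clusters 12 and 8 (-0.33 to 0.15), the log2 fold of COL1A1 between clusters 12 and 8 (-0.61 to 0.26), the log2 fold of COL1A2 between clusters 12 and 8 (-0.39 to 0.37), the log2 fold of IGF2 between clusters 12 and 8 (-0.37 to 0.79), the difference in the G1 share of the mesenchyme-like class (4.36 to -0.894). Moved values were the percent of barcodes kept in Ujumqin sheep (85.3 to 73.7), the percent of mesenchyme-like cells in Ujumqin sheep (8.52 to 9.27), the percent of unnamed cells in Ujumqin sheep (47.4 to 40.0), the percent of barcodes kept in Hulunbuir sheep (89.5 to 81.8), the percent of mesenchyme-like cells in Hulunbuir sheep (33.2 to 31.0), the percent of unnamed cells in Hulunbuir sheep (46.5 to 30.3), the ratio of links with Ujumqin cluster 12 (0.00532 to 0.000317), the ratio of links with Ujumqin cluster 4 (0.000215 to 0), the percentile of the Hippo list in Ujumqin cluster 12 (98.7 to 99.4).

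At a resolution of 0.5, sign changes were the log2 fold of NR2F1 between clusters 12 and 8 (0.24 to -0.13), the log2 fold of APOE between clusters 12 and 8 (0.23 to -0.0761), the log2 fold of IGFBP5 between clusters 12 and 8 (0.24 to -0.13), the log2 fold of IGF2 between clusters 12 and 8 (-0.37 to 0.53). Values that moved were the percent of mesenchyme-like cells in Ujumqin sheep (8.52 to 13.6), the percent of unnamed cells in Ujumqin sheep (47.4 to 45.0), the percent of mesenchyme-like cells in Hulunbuir sheep (33.2 to 47.8), the percent of unnamed cells in Hulunbuir sheep (46.5 to 38.2), the ratio of links with Ujumqin cluster 12 (0.00532 to 0.0285), the percentile of the Hippo list in Hulunbuir cluster 12 (92.7 to 80.2), the number of genes higher in Hulunbuir sheep in every shared class (0 to 1).

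At a resolution of 2, moved values were the percent of mesenchyme-like cells in Ujumqin sheep (8.52 to 9.37), the percent of unnamed cells in Ujumqin sheep (47.4 to 34.2), the percent of mesenchyme-like cells in Hulunbuir sheep (33.2 to 32.0), the percent of unnamed cells in Hulunbuir sheep (46.5 to 49.6), the ratio of links with Ujumqin cluster 12 (0.00532 to 0.0140).

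With the genes of the claims used for clustering, moved values were the percent of mesenchyme-like cells in Ujumqin sheep (8.52 to 9.41), the percent of unnamed cells in Ujumqin sheep (47.4 to 37.2), the percent of mesenchyme-like cells in Hulunbuir sheep (33.2 to 47.9), the percent of unnamed cells in Hulunbuir sheep (46.5 to 18.3), the ratio of links with Ujumqin cluster 12 (0.00532 to 0.0196), the ratio of links with Ujumqin cluster 4 (0.000215 to 0.00101), the percentile of the Hippo list in Ujumqin cluster 12 (98.7 to 99.9), the percentile of the Hippo list in Hulunbuir cluster 12 (92.7 to 87.9).

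With the libraries clustered together, sign changes were the log2 fold of IGF2 outside the erythroid-like clusters (-0.09 to 0.18), the log2 fold of APOE outside the erythroid-like clusters (-0.23 to 0.0397), the log2 fold of NR2F1 outside the erythroid-like clusters (-0.20 to 0.0854), the log2 fold of NENF outside the erythroid-like clusters (-0.06 to 0.17), the log2 fold of NR2F1 between clusters 12 and 8 (0.24 to -0.00420), the log2 fold of IGF2 between clusters 12 and 8 (-0.37 to 0.12). Values that moved were the percent of mesenchyme-like cells in Ujumqin sheep (8.52 to 12.3), the percent of unnamed cells in Ujumqin sheep (47.4 to 49.7), the percent of unnamed cells in Hulunbuir sheep (46.5 to 31.7), the ratio of links with Ujumqin cluster 12 (0.00532 to 0.0137), the percentile of the Hippo list in Ujumqin cluster 12 (98.7 to 89.2), the percentile of the Hippo list in Hulunbuir cluster 12 (92.7 to 43.9), the number of genes higher in Ujumqin sheep in every shared class (5 to 0, over 9 shared classes in place of 5).

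With the mean of the cells' CPM, sign changes were the log2 fold of IGF2 outside the erythroid-like clusters (-0.09 to 0.62), the log2 fold of APOE outside the erythroid-like clusters (-0.23 to 0.50), the log2 fold of FKBP11 outside the erythroid-like clusters (-0.42 to 0.0437), the log2 fold of FST outside the erythroid-like clusters (-0.55 to 0.32), the log2 fold of IGFBP7 outside the erythroid-like clusters (-0.30 to 0.10), the log2 fold of NR2F1 outside the erythroid-like clusters (-0.20 to 0.39), the log2 fold of NENF outside the erythroid-like clusters (-0.06 to 0.16), the log2 fold of TMEM120A outside the erythroid-like clusters (-0.31 to 0.25), the log2 fold of IGFBP3 outside the erythroid-like clusters (-0.52 to 0.61).

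With a 2-fold limit, moved values were the number of genes higher in Hulunbuir sheep in every shared class (0 to 6).

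At 500 UMIs per cell, the values come from 1 draw of control genes that lay at the end of the range of 20 draws. In that draw, sign changes were the difference in the G1 share of the mesenchyme-like class (4.36 to -0.992), the difference in the S share of the mesenchyme-like class (-5.35 to 3.59). Values that moved were the difference in the G1 share of clusters 12 and 8 (10.0 to 2.64).

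At 2000 UMIs per cell, sign changes were the difference in the G1 share of the mesenchyme-like class (4.36 to -3.77), the difference in the S share of the mesenchyme-like class (-5.35 to 0.649).

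In the lowest of 20 draws of control genes, added after seeing the data, sign changes were the difference in the G1 share of the mesenchyme-like class (4.36 to -6.40). Moved values were the difference in the S share of the mesenchyme-like class (-5.35 to -8.63).

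In the highest of the 20 draws, sign changes were the difference in the S share of the mesenchyme-like class (-5.35 to 2.08).

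The values at 500 UMIs per cell are the ends of the range of 20 draws of control genes, which were added after seeing the data. Over these draws the medians were 7.61 for G1 and -3.92 for S in the mesenchyme-like class and 9.86 for G1 of clusters 12 and 8, and 19 of 20 draws kept the sign of G1 and 18 that of S in the mesenchyme-like class, so the direction held at 500 UMIs in most draws. At 2000 UMIs per cell the medians in the mesenchyme-like class were -0.706 for G1 and -0.790 for S, and the sign changed in 13 of 20 draws for G1 and in 7 for S.

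Results of a cluster were followed only where a cluster shared enough cells with it. Of 202 such results, 27 were not followed with at least 500 genes per cell, 17 were not followed without a cell filter, 17 were not followed at a resolution of 0.5, 45 were not followed with the libraries clustered together.

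Values of single genes moved beyond their counting intervals more often. The largest numbers were 116 of 156 levels in a cluster with mitochondrial, ribosomal protein and haemoglobin genes left out of the total, and 85 of 129 log2 folds with the libraries clustered together.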

Differences from the paper's values

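Among these differences, a cause was tested only for the placement of AHSG and AFP, with a test chosen after the result was seen, and of AHSP and ALAS2, with a test written before it was seen. A number is said to be near the paper's when the larger is at most 1.5 times the smaller.

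For clusters of Ujumqin sheep, the paper's number is 13 and 23 were found here, and of the alternatives set before the data were examined a resolution of 0.5 came near it with 17, while the others did not. For clusters of Hulunbuir sheep, the paper's number is 8 and 18 were found here, and no alternative set before the data were examined came near it. For endothelium cells of Ujumqin sheep, the paper's number is 338 and 168 were found here, and no alternative set before the data were examined came near it. For gut cells of Hulunbuir sheep, the paper's number is 391 and 229 were found here, and of the alternatives set before the data were examined a resolution of 0.5 came near it with 401, while the others did not. For endothelium cells of Hulunbuir sheep, the paper's number is 235 and 493 were found here, and no alternative set before the data were examined came near it. The endothelium differences may be of names. Ujumqin cluster 13 (357 cells) and Hulunbuir cluster 14 (209 cells) took no name here. They are near the paper's endothelium in cells and in mean genes per cell. The endothelium-like clusters, with 168 and 493 cells, are near its 158 and 487 haematoendothelial progenitors in both. For paraxial mesoderm cells of Hulunbuir sheep, the paper's number is 1118 and 191 were found here, and no alternative set before the data were examined came near it.

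The paper gives 35% of the Hulunbuir spinal cord cells in G1, against 58.0% here, and of the alternatives set before the data were examined the libraries clustered together came near it with 47.4 and 2000 UMIs per cell came near it with 48.2, while the others did not. Cells without thinning, which were not among the alternatives set before, came nearer with 47.1%. Over the 20 draws of control genes, which were chosen after seeing the values, the share ran from 39.6% to 47.1% without thinning, all near the paper's, and from 52.2% to 62.1% at 1000 UMIs per cell, where the lowest was near it. The paper gives 44% of the Hulunbuir spinal cord cells in S, against 15.6% here, and no alternative set before the data were examined came near it. The paper's numbers for Ujumqin classes of which 0 cells were found here are 2524 caudal neuroectoderm cells, 1801 spinal cord cells (271 here with the libraries clustered together), 1989 somite cells, 391 notochord cells, 144 paraxial mesoderm cells (10 here with the libraries clustered together), 617 blood progenitor cells (61 here with at least 500 genes per cell, 58 here with no cell filter, 60 here with a resolution of 2), 158 haematoendothelial progenitors cells, and no alternative set before the data were examined came near any of them. The paper's numbers for Hulunbuir classes of which 0 cells were found here are 5098 somite cells (504 here with the cells marked by Scrublet removed, 462 here with the genes of the claims used for clustering), 544 notochord cells, 487 haematoendothelial progenitors cells, and no alternative set before the data were examined came near any of them. A class of 0 cells is a name that no cluster took, and its cells may lie in other clusters here. Ujumqin cluster 12, without a name, has 401 cells against the paper's 391 notochord cells, with near mean genes per cell. The class that the paper gave each cell was not compared.

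The paper states that mesenchyme appears in Ujumqin sheep only, while mesenchyme-like clusters held 33.2% of the Hulunbuir cells here. The 2 names may cover different cells, since the paper's mesenchyme has far fewer genes per cell than the Ujumqin mesenchyme-like clusters. The paper places IGFBP2 higher in Ujumqin and IGFBP7 higher in Hulunbuir paraxial mesoderm, a class without a Ujumqin cluster here, so that the mesenchyme-like cells, with log2 folds of 2.00 and -1.04, do not answer it for that class. The paper places FGF8 and WNT5B in the Hulunbuir notochord and spinal cord, while they were highest in the caudal neuroectoderm-like cluster 9 here, at 267 and 280.5 CPM. It places MEIS2 and NR2F2 lower in Hulunbuir notochord and APOE higher in Ujumqin notochord, which cannot be answered, since neither library has a notochord-like cluster. It places AHSG and AFP in the Ujumqin spinal cord, while they were highest in the ExE endoderm-like cluster 21 here, at 119555 and 13982 CPM, and it places high AFP in the Hulunbuir spinal cord, where no cell had a UMI of AFP. It calls BMP2 and ACSL1 almost identical between the breeds, and the log2 folds over the cells outside the erythroid-like clusters were -0.53 and -1.09 here. In the 10 matched pairs of clusters BMP2 was higher in Hulunbuir sheep in 2 and lower in 2, and no direction could be called for ACSL1. It places CDX2 in Hulunbuir notochord, a class without a cluster here, while it was highest in cluster 7 here (105 CPM), and it places YAP1 up in the Hulunbuir spinal cord, where the log2 ratio to the other cells was -0.11. The ratios of WWTR1, STK3, STK4 and LATS1 there were 0.16, 0.26, 0.53 and 0.63, and YAP1 was higher in the Hulunbuir library outside the erythroid-like clusters, with a log2 fold of 0.95. IGFBP5, IGF2 and IGFBP7 are placed in Hulunbuir paraxial mesoderm, while cluster 10 had the highest levels here (838, 4067 and 854 CPM). FST is placed in the Hulunbuir spinal cord and was highest in cluster 8 here (389 CPM), and AHSP and ALAS2 are placed in Ujumqin notochord, also without a cluster, and were highest in the erythroid-like cluster 1 (1297 and 516 CPM). Paraxial mesoderm and caudal neuroectoderm are given more weight in Ujumqin sheep, while clusters with these names were found here in the Hulunbuir library, with 1.99% and 6.43% of its cells, and not in the Ujumqin library. Each of these shares was 0 under at least 1 other setting, and with the libraries clustered together 10 Ujumqin cells were paraxial mesoderm-like.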

Other observations

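The tests of AHSG and AFP, of the clusters of low depth and of T were chosen only after the result was seen. The tests of AHSP and ALAS2 and of FOS were written before their results were seen, and the limit on gene levels used for the AHSP and ALAS2 test was set later.

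AHSG and AFP were found in Ujumqin cells outside the ExE endoderm-like clusters. The ratios of 10 other ExE endoderm genes to AHSG differed from those inside by a median log2 of 0.754, from -0.64 to 7.11, with 5 of them above 1. Under other limits on the level of the genes the median ran from 0.205 to 0.754. Free RNA from ExE endoderm cells is a candidate explanation. The spread of the genes leaves room for other sources, and a difference between the breeds was not tested. No Hulunbuir cluster took the ExE endoderm name. Hulunbuir cluster 16 had 5 ExE endoderm markers and was the closest match of Ujumqin clusters 16 and 21, with correlations of 0.44 and 0.50. Its own closest match was the gut-like Ujumqin cluster 10.

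For AHSP and ALAS2 outside the erythroid-like clusters, the ratios of 6 other erythroid genes to ALAS2 differed by a median log2 of 0.285. The genes ran from -0.18 to 2.31, with 2 of them above 1. Under other limits the median was 0.28 with 4 genes and -0.13 with 1 gene. Free RNA from erythroid cells may explain these UMIs. The 6 genes of at least 1000 CPM in the erythroid-like clusters and at least 10 times as high there as outside, 5 of them without a symbol, took 48.5% of the UMIs inside these clusters, 4.00% outside them and 0.0144% in the Hulunbuir library. No biological explanation was tested.

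FOS was lower in the Hulunbuir library. A response to dissociation may raise such genes in the Ujumqin cells. Of 27 other genes listed as immediate-early, among them heat-shock genes, 22 had at least 20 UMIs in the mesenchyme-like cells of both libraries together. Of these, 15 were lower in Hulunbuir sheep, with a median log2 fold of -0.313 at percentile 0.0100 of random lists, whose middle 95% ran from -0.03 to 0.52. The prediction asked for a median below -1 and counted a median above -0.5 against the response, as was found, while the percentile went with the response. The response to dissociation and a difference between the breeds cannot be told apart with 1 library each.

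For each cluster, the genes of at least 50 CPM and 20 UMIs that were 3 times as high as in every other cluster of its library were counted, a stricter rule than that of the leading genes. Of the 12 clusters of low depth, 7 had no such gene, with a median of 0 genes (6 of 9 in Ujumqin and 1 of 3 in Hulunbuir sheep), against 13 of 29 clusters of usual depth with a median of 2. The libraries went in opposite directions. The medians for low and usual depth were 0 and 2 in Ujumqin and 4 and 2 in Hulunbuir sheep. Droplets that hold mainly free RNA and cells with little RNA cannot be told apart, and no biological explanation was tested.

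The Hulunbuir level of T was 5.12 times the Ujumqin level outside the erythroid-like clusters, 2.82 times without clusters 9 and 13 and 0.652 times (interval 0.305 to 1.36) without cluster 7 as well. Cluster 7 was picked after its genes were seen, and the clusters were left out of the Hulunbuir library only, where 14 of 123 UMIs remained, so the fall follows from the choice and says nothing about the cause. In the 10 matched pairs of clusters T was higher in Hulunbuir sheep in 0 and lower in 1, and too few UMIs were found to call the others. Hulunbuir clusters 7 and 9, which have most UMIs of T, are in none of these pairs, so the pairs cannot decide this. Cells missing from the Ujumqin embryos, cells lost in the dissection and a difference of T between the breeds cannot be told apart.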
